# Lipid droplet-associated hydrolase mobilizes stores of liver X receptor sterol ligands and protects against atherosclerosis

**DOI:** 10.1038/s41467-024-50949-y

**Published:** 2024-08-02

**Authors:** Young-Hwa Goo, Janeesh Plakkal Ayyappan, Francis D. Cheeran, Sushant Bangru, Pradip K. Saha, Paula Baar, Sabine Schulz, Todd A. Lydic, Bernhard Spengler, Andreas H. Wagner, Auinash Kalsotra, Vijay K. Yechoor, Antoni Paul

**Keywords:** Atherosclerosis, Atherosclerosis

## Abstract

Foam cells in atheroma are engorged with lipid droplets (LDs) that contain esters of regulatory lipids whose metabolism remains poorly understood. LD-associated hydrolase (LDAH) has a lipase structure and high affinity for LDs of foam cells. Using knockout and transgenic mice of both sexes, here we show that LDAH inhibits atherosclerosis development and promotes stable lesion architectures. Broad and targeted lipidomic analyzes of primary macrophages and comparative lipid profiling of atheroma identified a broad impact of LDAH on esterified sterols, including natural liver X receptor (LXR) sterol ligands. Transcriptomic analyzes coupled with rescue experiments show that LDAH modulates the expression of prototypical LXR targets and leads macrophages to a less inflammatory phenotype with a profibrotic gene signature. These studies underscore the role of LDs as reservoirs and metabolic hubs of bioactive lipids, and suggest that LDAH favorably modulates macrophage activation and protects against atherosclerosis via lipolytic mobilization of regulatory sterols.

## Abstract (web summary)

The mechanisms and consequences of bioactive lipids release from lipid droplets remain poorly understood. Here the authors link a lipid droplet enzyme to mobilization of esters of regulatory sterols in foam cells and protection against atherosclerosis.

## Introduction

The etiology of atherosclerosis is intrinsically linked to lipid deposition and chronic inflammation at the arterial wall^1^. A large proportion of lipids in atheroma are stored in the cytoplasmic lipid droplets (LDs) of macrophages that are commonly known as foam cells. Lipid storage often requires esterification, and mobilization of these stores involves ester hydrolysis. Since lipoproteins that infiltrate the arterial wall and are engulfed by foam cells carry abundant cholesterol, foam cells are characteristically rich in cholesterol and cholesterol esters (CEs), and the mechanisms by which cholesterol is trafficked through LDs have been extensively studied. However, the lipidome of foam cells and atherosclerotic lesions is highly heterogeneous, and it is increasingly recognized that LDs also function as central reservoirs and metabolic sites for bioactive lipids^2–6^. The molecular mechanisms that govern the metabolism of some of these lipids, including sterol metabolites that are potent regulators of foam cell biology and atherogenesis, remain poorly understood.

The metabolism of LDs is regulated by associated proteins of diverse functions^7–9^. Lipid droplet-associated hydrolase (LDAH) is a newly identified LD protein that is highly expressed by macrophages within atherosclerotic lesions of mice and humans^10^. It contains a conserved canonical lipase/esterase motif and has a high affinity for LDs, although its roles in lipid metabolism and atherosclerosis development have not yet been resolved^10–14^. In this report we leverage LDAH transgenic and knockout mouse models to investigate LDAH’s lipid substrates and roles in foam cell biology and atherogenesis. We show that LDAH protects against atherosclerosis and promotes more benign plaque phenotypes, characterized by increased deposition of fibrillar collagen and reduced areas of necrosis. Unbiased global and targeted lipidomic analyses of primary macrophages and atherosclerotic lesions identify sterol esters as candidate LDAH substrates, including bioactive sterols. Transcriptomic analyses show that LDAH induces expression of prototypical liver X receptor (LXR) target genes and promotes an alternatively activated macrophage phenotype with a profibrotic molecular signature. Collectively, these studies identify a novel player in the lipolytic release of regulatory sterol depots and link this metabolic step to favorable modulation of foam cell phenotype and protection against atherosclerosis development.

## Results

### Myeloid LDAH protects against atherosclerosis and promotes stable lesion architectures

To investigate how LDAH gain-of-function affects atherosclerosis development, we generated myeloid-specific LDAH transgenic (LDAH-Tg) mice under the control of the promoter and enhancer of the mouse *Csf1r* locus, which direct position and copy number-independent expression in macrophages and granulocytes (Fig. 1A)^15,16^. Increased LDAH expression in macrophages from hemizygous transgenics (*Ldah*^Tg/0^) was confirmed at the RNA and protein levels (Fig. 1B, C). *Ldah*^Tg/0^ mice were crossed with *Apoe*^−/−^ mice to generate *Ldah*^Tg/0^*Apoe*^−/−^ and *Ldah*^0/0^*Apoe*^−/−^ littermates. After 20 weeks under standard chow, body weight, plasma triglyceride, total and HDL cholesterol, and the overall cholesterol distribution among lipoprotein fractions were similar between genotypes in both sexes (Table S1 and Supplementary Fig. S1). However, atherosclerosis development was significantly reduced in *Ldah*^Tg/0^*Apoe*^−/−^ mice, both in male and female mice, indicating that LDAH is an atheroprotective player (Fig. 1D, E). Histological analyses also revealed important differences in lesion composition. Lesions of female mice of both genotypes consisted mainly of advanced fibroatheroma. Compared to their WT littermates, the lesions of *Ldah*^Tg/0^*Apoe*^−/−^ females displayed a less vulnerable phenotype, with a marked reduction ( > 50%) in apoptotic cells and necrotic areas, slightly reduced Mac3 positive areas, and increased collagen deposition (Fig. 2A). As compared to the females, the males of both genotypes developed less advanced lesions (Fig. 2B). In both genotypes the lesions consisted primarily of Mac3 positive fatty streaks, and there were no differences between genotypes in the percent of lesion area that stained positive for Mac3 (Fig. 2B). Necrotic cores were still scarce in males of both genotypes, and there were no differences between genotypes (Fig. 2B). However, the number of apoptotic cells was already significantly reduced in *Ldah*^Tg/0^*Apoe*^−/−^ males (Fig. 2B). Remarkably, while at this stage of development lesions of *Ldah*^0/0^*Apoe*^−/−^ male mice still contained little collagen, the lesions of *Ldah*^Tg/0^*Apoe*^−/−^ males were markedly fibrotic, and quantitative analysis of sections stained with Masson’s trichrome showed a ~ 3-fold increase in collagen deposition (Fig. 2B). Type I fibrillar collagen is normally the main extracellular matrix (ECM) component in atheroma, where it plays a pro-stabilizing role by increasing the lesion’s tensile strength^17^. Immunostaining with an anti-type I collagen antibody confirmed that lesions of transgenic mice are richer in type I collagen fibers (Supplementary Fig. S2).

**Fig. 1:**
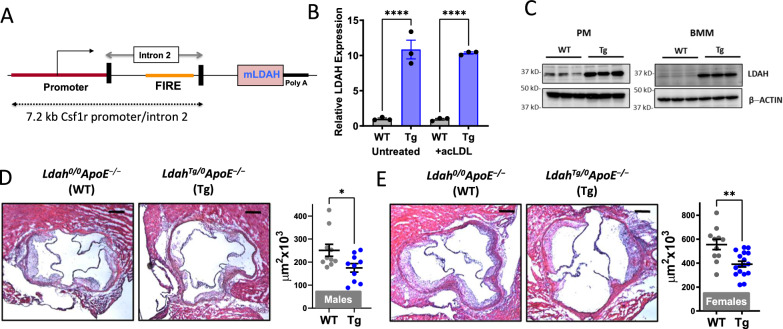
LDAH overexpression protects against atherosclerosis. **A** LDAH transgene design with the colony stimulating factor 1 receptor (Csf1r) promoter and intron 2 that contains the enhancer element FIRE. **B** LDAH RNA expression in LDAH-Tg (Tg, blue bars) and LDAH-WT (WT, gray bars) peritoneal macrophages (PM) that remained untreated or were treated with acetylated LDL (acLDL, 50 μg/ml). Data are presented as mean ± SEM of 3 independent samples. ****P < 0.0001, two-way ANOVA followed by Tukey’s test. **C** Western blot showing increased LDAH protein in transgenic peritoneal macrophages (PM) and bone marrow-derived macrophages (BMM). The panel shows *n* = 3 biological replicates representative of at least 3 independent experiments. **D, E** Representative H&E images of aortic root sections and quantification of atherosclerotic lesion size in 20-week-old male (**D**) and female (**E**) *Ldah*^*0/0*^*ApoE*^*−/−*^ (WT, *n* = 10 male and 11 female, gray dots) and *Ldah*^*Tg/0*^*ApoE*^*−/−*^ (Tg, *n* = 10 male and 17 female, blue dots) littermates fed standard chow. Data are presented as mean ± SEM. All bars= 200 μm. *P = 0.0433 by two-tailed Mann-Whitney U test (panel D); **P = 0.0013 by two-tailed unpaired *t*-test (**E**). Source data are provided as a Source Data file.

**Fig. 2:**
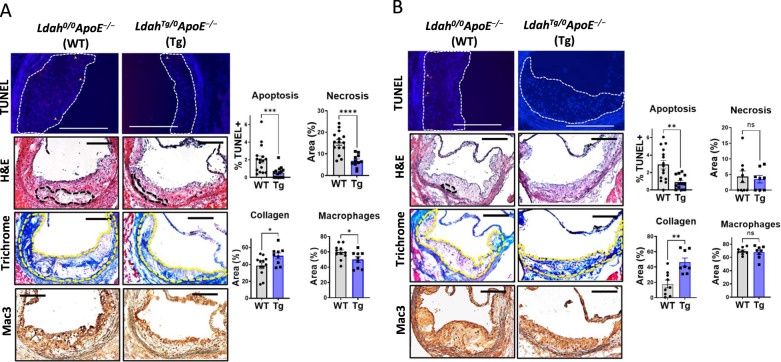
LDAH overexpression promotes less necrotic and highly fibrotic plaque phenotypes. Representative images and quantification of TUNEL+ cells, necrotic areas (outlined by dashed lines) in H&E staining, Mac3 staining (brown) and collagen (blue in trichrome staining) in lesions of *Ldah*^*0/0*^*ApoE*^*−/−*^ (WT, gray bars) and *Ldah*^*Tg/0*^*ApoE*^*−/−*^ (Tg, blue bars) female (**A**) and male (**B**) littermates. Apoptotic cells identified by TUNEL are indicated by arrows. Mac3+ areas within lesions are stained brown. Lesion areas in trichrome staining are outlined in yellow. All bars = 200 μm. Data are presented as mean ± SEM independent samples. Apoptosis (female *n* = 16 WT and 15 Tg, ***P = 0.0008; male n = 15 WT and 13 Tg, **P = 0.0011); necrosis (female n = 15 WT and 11 Tg, ****P < *0.0001*; male *n* = 9 WT and 8 Tg, n.s. not significant); collagen (female *n* = 12 WT and 9 Tg, *P = 0.0302; male n = 9 WT and 8 Tg, **P = 0.0037); macrophages (female n = 11 WT and 9 Tg, *p = 0.0468; male n = 8 WT and 8 Tg, n.s. not significant). Comparisons were performed using two-tailed unpaired *t*-test (Mac3 in male and female, necrosis collagen and TUNEL in female), two-tailed Welch’s *t-*test (TUNEL in male) or two-tailed Mann-Whitney U test (necrosis and collagen in male). Source data are provided as a Source Data file.

For loss-of-function studies, we generated LDAH knockout (KO, *Ldah*^−/−^) mice by homologous recombination (Supplementary Fig. S3) and bred them into *Apoe*^−/−^ background. Body weight and plasma lipids were similar between *Ldah*^+/+^*Apoe*^−/−^ and *Ldah*^−/−^*Apoe*^−/−^ littermates in both sexes (Table S2 and Fig. S4). In mice fed regular chow, global LDAH deficiency or LDAH deficiency in bone marrow-derived cells did not affect lesion size (Supplementary Fig. S5). However, in line with the findings in transgenic mice (Fig. 2), lesions of LDAH-KO female mice contained less collagen and larger areas of necrosis than lesions of WT littermates (Supplementary Fig. S5). Thus, we investigated how loss of LDAH affects atherosclerosis in mice challenged with a western diet (WD). There were no differences in body weight and plasma lipids between genotypes (Supplementary Table S2 and Supplementary Fig. S4). However, after 12 weeks of WD feeding *Ldah*^−/−^*Apoe*^−/−^ mice of both sexes developed significantly larger lesions than their *Ldah*^+/+^*Apoe*^−/−^ littermates (Fig. 3A, B). Bone marrow transfer (BMT) experiments also showed enhanced lesion development in *Ldah*^−/−^*Apoe*^−/−^ bone marrow-engrafted mice (Fig. 3C). Phenotypically, the lesions of LDAH-KO mice contained more apoptotic cells, larger necrotic cores, increased Mac3 positive areas, and reduced collagen (Fig. 3D–G). The effects of LDAH deficiency on lesion composition were consistent in both sexes, and LDAH deficiency in bone marrow-derived cells also phenocopied the effects of global deficiency on lesion composition (Fig. 3D–G).

**Fig. 3:**
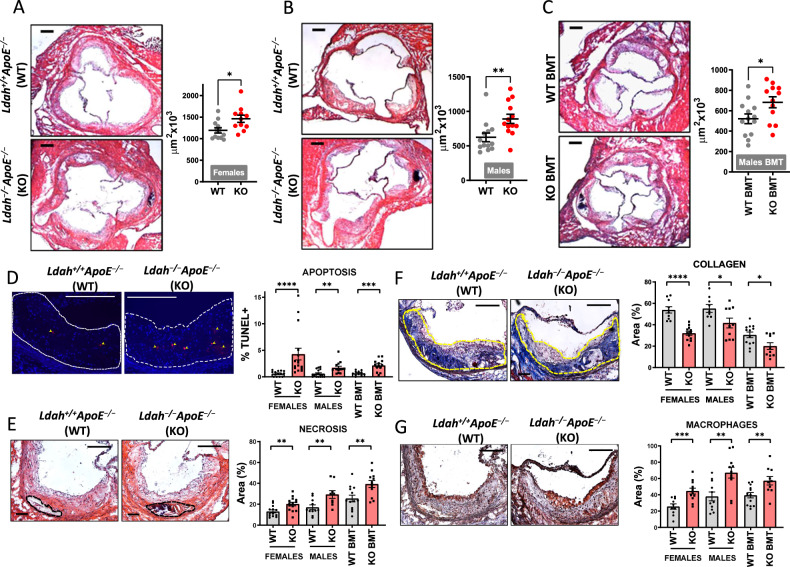
LDAH deficiency increases atherosclerosis development and decreases plaque stability. **A**, **B** Global LDAH deficiency. At 8 weeks of age mice were switched from regular chow to WD for 12 weeks, until age 20 weeks. Images and charts show representative H&E images of aortic root sections and quantification of atherosclerotic lesion size in *Ldah*^+/+^*Apoe*^−/−^ (WT, gray dots) *vs. Ldah*^−/−^*Apoe*^−/−^ (KO, red dots) female (n = 12 WT and 11 K0, *P = 0.0154) (**A**) and male (n = 13 WT and 12 KO, **P = 0.0051) (**B**) littermates. **C** Bone-marrow specific LDAH deficiency. Eight-week-old *Apoe*^−/−^ mice were transplanted with bone-marrow cells isolated from *Ldah*^−/−^*Apoe*^−/−^ mice (KO BMT, gray dots, *n* = 12) or *Ldah*^+/+^*Apoe*^−/−^ mice (WT BMT, red dots, *n* = 13) *P = 0.0309. Mice were fed regular chow for an additional 4 weeks after transplant and at 12 weeks of age mice were switched to a WD for 12 additional weeks. **D** Representative images and quantification of TUNEL+ cells (pointed by arrows) (*n* = 14 WT and 16 KO females, ****P < 0.0001; 17 WT and 14 KO males, **P = 0.0018; 12 WT and 13 KO BMT recipients, ***P = 0.0004). **E** Representative H&E images with necrotic areas outlined by black dashed line, and quantification of necrosis (n = 13 WT and 14 KO females, **P = 0.005; 11 WT and 9 KO males, **P = 0.0087; 13 WT and 12 KO BMT recipients, **P = 0.0064). **F** Representative Masson’s Trichrome images with lesion areas outlined in yellow, and quantification of collagen (blue) (n = 10 WT and 12 KO females, ****P < 0.0001; 9 WT and 10 KO males, *P = 0.0346; 13 WT and 10 KO BMT recipients, *P = 0.0121). **G** Representative immunostaining with anti-Mac3 (brown), and quantification of Mac3-positive areas (n = 10 WT and 12 KO females, ***P = 0.0009; 11 WT and 11 KO males, **P = 0.0029; 13 WT and 10 KO BMT recipients, **P = 0.0062). All representative images in **D**–**G** correspond to lesions of WT females *vs*. females with LDAH deficiency. All gray bars in Figures D-F represent WT mice, and red bars represent KO mice. All scale bars: 200 μm. Data are presented as mean ± SEM of independent samples. Comparisons were performed by two-tailed Mann-Whitney U test for male lesions (panel B), apoptosis in male and female mice, and collagen in BMT mice. Two-tailed Welch’s *t*-test was used for apoptosis in BMT mice. All other comparisons were performed using two-tailed unpaired *t*-test. Source data are provided as a Source Data file.

Altogether, atherosclerosis studies performed under both LDAH deficiency and overexpression identify LDAH as an atheroprotective player that promotes favorable lesion remodeling by reducing necrosis and increasing fibrosis, and suggest that the mechanisms of atheroprotection involve modulation of myeloid cells.

### LDAH mobilizes stores of regulatory sterols

Given LDAH’s lipase structure and association with LDs, to investigate the molecular mechanisms behind LDAH’s atheroprotective functions we first profiled the lipidome of oxidized LDL (oxLDL)-treated peritoneal macrophages (PM) using shotgun lipidomics. There were no significant differences in total lipid content between LDAH-KO and LDAH-Tg PM and their respective WT controls (Fig. 4A, B). However, LDAH selectively impacted the levels of sterol lipids and cardiolipins (CL), which were significantly reduced in LDAH-Tg PM and significantly increased in KDAH-KO PM (Fig. 4A, B and Supplementary Tables S3, S4). Lipid biosynthesis primarily takes place in the endoplasmic reticulum (ER), and LDs that emerge from the ER serve as reservoirs for excess lipids that are generated in or trafficked through the ER^8^. However, CL is the signature lipid of mitochondrial membranes and is synthesized in and almost exclusively localized in the inner mitochondrial membrane, which makes it an unlikely direct target of a LD-associated enzyme^18^. In addition, although LDAH reduced the total levels of CL, its effects were not uniform among all CL species (Supplementary Fig. S6). Conversely, sterol esterification takes place in the ER, and foam cell LDs serve as reservoirs of abundant esterified sterols^2,3^. Regardless of the type of fatty acid esterified to the sterol, LDAH’s impact was very consistent across all individual CE species identified in the lipidomic analyzes (Fig. 4C). Most CE species were elevated in LDAH-KO macrophages, while in LDAH-Tg macrophages the levels of all CEs detected were lower than in their WT counterparts, and all differences were statistically significant (Fig. 4C).

**Fig. 4:**
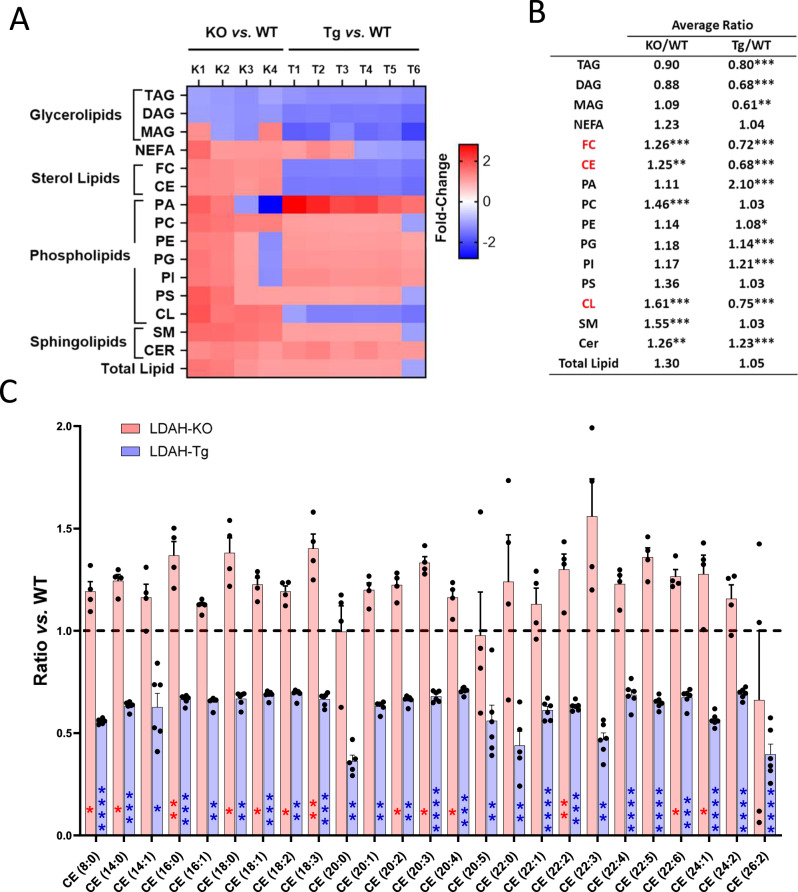
Shotgun lipidomics profiling of LDAH’s impact on the foam cell’s lipidome. **A**, **B** Summary of the effects of LDAH deficiency and overexpression on the lipidome of PM treated with oxLDL (50 μg/ml) for 48 h. **A** Heat map. Each column represents the ratios of independent LDAH-KO (K) and LDAH-Tg (T) samples over the average of their respective wild-type (WT) controls. **B** Average lipid ratios in LDAH-KO (n = 4) *vs*. WT (*n* = 5) controls (KO/WT) and LDAH-Tg (n = 6) *vs*. WT controls (*n* = 6) (Tg/WT). Lipids significantly and inversely regulated under LDAH deficiency and overexpression are shown in red. **C** Effects of LDAH on individual cholesterol ester species. Red bars represent the mean ratio ± SEM of LDAH-KO (*n* = 4) over WT control (*n* = 5) independent samples. Blue bars represent the ratio of LDAH-Tg (*n* = 6) over WT (*n* = 6) control. The first number in the parenthesis represents the number of carbons of the fatty acid esterified to the sterol, and the number after the colon represents the number of double bonds. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 by two-tailed unpaired *t*-test (normally distributed with equal variances), two-tailed Welch’s *t*-test (normally distributed with unequal variances), or two-tailed Mann-Whitney U (not normally distributed). CE cholesterol ester, CER ceramide, CL cardiolipin, DAG diacylglycerol, FC free cholesterol, MAG monoacylglycerol, PA phosphatidic acid, PC phosphatidylcholine, PE phosphatidylethanolamine, PG phosphatidylglycerol, PI phosphatidylinositol, PS phosphatidylserine, SM sphingomyelin, TAG triacylglycerol. Source data are provided as a Source Data file.

The ER-resident enzyme acyl-coenzyme A:cholesterol acyltransferase-1 (ACAT1) that esterifies cholesterol also esterifies other sterol substrates, including side chain oxysterols and cholesterol synthesis intermediates that are natural LXR ligands^19–21^. In foam cells and atheroma some of these sterols are abundantly found as esters, suggesting that they could also be substrates of LDAH^3,4,6,22,23^. Thus, we further profiled sterol lipids using high-resolution LC-MS. The sterol panels also revealed a robust impact of LDAH across different sterol species. While the differences in cholesterol were modest, the total levels of other metabolites were significantly higher in LDAH-KO PM and significantly lower in LDAH-Tg PM than in their respective WT controls (Fig. 5A, C). We detected multiple sterols that are present in atheroma, including characteristic oxidized products at the seventh carbon of the sterol ring system, such as 7-ketocholesterol (7-KC) and 7α-hydroxycholesterol (7α-HC), side-chain oxysterols such as 25-hydroxycholesterol (25-HC) and 27-hydroxycholesterol (27-HC), and desmosterol. Most of these metabolites were elevated in LDAH-KO PM, and in LDAH-Tg macrophages all metabolites were significantly lower than in WT controls (Fig. 5B, D).

**Fig. 5:**
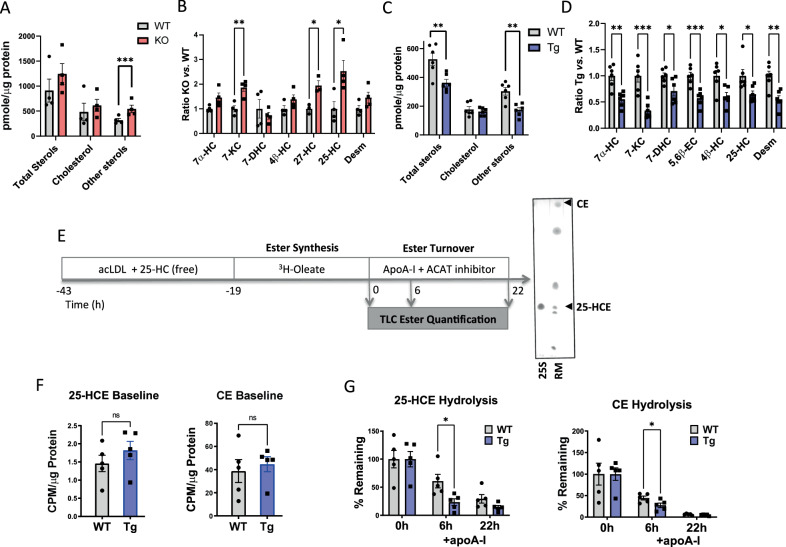
LDAH mobilizes oxysterol stores. **A**–**D** PM isolated from LDAH-Tg (Tg) and LDAH-KO (KO) mice and their respective WT controls were treated with oxLDL (50 μg/ml) for 48 h and lipid extracts were analyzed for sterols using LC-MS/MS (n = 4-6 independent samples). **A** Levels of total sterols, cholesterol, and oxysterols and (**B**) relative levels of the main oxysterol species identified in LDAH-KO PM (red bars) with respect to WT control (gray bars) PM (n = 4). **C** Levels of total sterols, cholesterol and oxysterols and (**D**) relative levels of the main oxysterol species identified in LDAH-Tg (blue bars) with respect to WT (gray bars) control PM (n = 6). 7α-HC = 7α-Hydroxycholesterol; 7-KC = 7-ketocholesterol; 5,6ß-EC = 5,6ß-Epoxycholesterol; 4ß-HC = 4ß-hydroxycholesterol; 25-HC = 25-hydroxycholesterol; 27-HC = 27-hydroxycholesterol; Desm= desmosterol. **E** Design of trafficking experiments to determine the rates of esterification and ester hydrolysis of cholesterol and 25-HC. Purified 25-HC oleate (25 S) and a TLC standard reference mixture (RM) were used to identify the 25-HCE and CE bands in TLC analysis. **F** 25-HC ester (25-HCE) and cholesterol ester (CE) levels after a pulse with ^3^H-oleate (baseline)(*n* = 5). **G** 25-HC and CE levels following chase with apoA-I (hydrolysis) (*n* = 5) Gray bars in F and G represent WT PM and blue bars correspond to LDAH-Tg PM. All bars represent mean ± SEM of independent samples. 25-HC in (**D**) total sterols in panel A and CE in panel F were analyzed using two-tailed Mann-Whitney U test. All other comparisons were performed using two-tailed unpaired *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

Esterification and compartmentalization in hydrophobic compartments could significantly limit the accessibility and function of regulatory sterols and, as with cholesterol, the rate of ester hydrolysis was shown to be a main determinant of the homeostasis of 25-HC^23,24^. While it is established that many of the sterols present in atheroma are esterified by ACAT1, the mechanisms and consequences of ester hydrolysis remain poorly understood^19,20^. We designed trafficking experiments to assess the esterification and hydrolysis of two of the sterols affected by LDAH, cholesterol and 25-HC, following a protocol similar to that described by Venkateswaran et al.^25^. LDAH-Tg and WT peritoneal macrophages were incubated with a mixture of acetylated LDL (acLDL) and 25-HC, and subsequently pulsed with ^3^H-oleate to specifically label esters formed de novo intracellularly. To assess the rates of ester hydrolysis, cells were chased in the presence of apolipoprotein A-I (apoA-I) under ACAT1 inhibition (Fig. 5E). Following the treatment with ^3^H-oleate there were no differences in ^3^H-labeled CE or 25-HC ester (25-HCE) between genotypes, indicating that LDAH does not affect ester formation (Fig. 5F). However, the turnover of both esters was significantly faster under LDAH overexpression, and 6 h after incubation with apoA-I, LDAH-Tg PM contained ~30% less CE than WT PM and displayed an even more marked reduction ( ~70%) in 25-HCE (Fig. 5G). Taken together, lipidomics and trafficking experiments suggest that LDAH affects the homeostasis of multiple sterols by facilitating ester mobilization, including important bioactive metabolites.

### LDAH modulates the foam cell’s transcriptome through an LXR-dependent mechanism

Lipidomic studies suggest that LDAH mobilizes stores of sterols that are endogenous LXR ligands. Thus, we asked how LDAH gain- and loss-of-function affect the expression of two prototypical LXR target genes: the ATP-binding cassettes *Abca1* and *Abcg1*. As seen in Fig. 6A, in oxLDL- treated PM the expression of both genes was significantly induced and reduced under LDAH overexpression and deficiency, respectively. To further investigate the effects of LDAH on the foam cell’s transcriptome, we performed RNA-sequencing (RNA-seq) analyses. 

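The RNA-seq compared PM of LDAH-Tg mice with PM of their WT controls, and PM of LDAH-KO mice with PM of their own WT controls, with 4 samples in each of the 4 groups. All 16 samples were taken 5 days after thioglycolate and treated with oxLDL at 50 μg/ml for 48 h, so the values describe loaded foam cells. *Ldah* (ENSMUSG00000037669.14, chromosome 12 of GRCm38, 8208107 to 8285759) followed the genotypes. Its mean was 124 transcripts per 1000000 (TPM) in LDAH-Tg PM and 28.5 TPM in their WT controls, a log2 ratio of 2.10. LDAH-KO PM had a mean of 27.9 TPM and their WT controls 44.5 TPM, a log2 ratio of -0.67. The KO allele replaces part of the coding exons, and a mean per gene does not show which exons the remaining reads came from. *Apoe* was abundant in every group, from 7947 TPM in LDAH-Tg PM to 10404 TPM in LDAH-KO PM.

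The authors trimmed the reads of poly(A)-enriched libraries with Trimmomatic and aligned them to mm10 with STAR 2.4.2a. The values used here are the authors' mean TPM of each group for 48432 genes. They hold no value per mouse, so no difference given here has an SD, a p-value or a replicate check, and the depth is unknown. A comparison covered the genes with a mean TPM of at least 1 over its 2 groups and a value above 0 in both, which left 11395 genes for LDAH-Tg and 11289 for LDAH-KO. Log2 ratios were taken after adding 0.5 to each mean. A gene is counted as higher or lower when its ratio reaches a factor of 1.5, a size and not a test, which was chosen after only means were found. Lists of genes, fixed before the data were examined, are given by their median log2 ratio and its percentile among 10000 random lists of genes with like mean TPM. The 2 WT groups differed from each other by a factor of 1.5 or more in 38.6% of 11404 genes, against 1.95% between LDAH-Tg and its controls and 2.22% between LDAH-KO and its controls, so each genotype is compared only with its own controls. Some abundant macrophage transcripts, such as *Lyz2*, *Ctsl*, *Ctss* and *Lpl*, are listed at 0 in 1 or more groups, and no ratio is given against such a value.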

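In the authors' means, 144 of the 11395 genes were higher in LDAH-Tg PM than in WT PM by a factor of at least 1.5, and 78 were lower. Among protein-coding genes, 71 were higher and 36 lower. Among protein-coding genes with a mean TPM of at least 5, those with the highest ratios after *Ldah* included the dynamin gene *Dnm1* (5.95 TPM in WT and 13.0 TPM in LDAH-Tg PM, log2 ratio 1.06), *Syt8* (3.24 and 7.59 TPM, log2 ratio 1.11), *Sap25* (13.4 and 30.7 TPM, log2 ratio 1.17) and the phosphodiesterase gene *Pde1b* (27.2 and 49.8 TPM, log2 ratio 0.86). The lowest ratios among such genes included *Tm4sf19* (13.8 TPM in WT and 7.57 TPM in LDAH-Tg PM, log2 ratio -0.83), the glutaminyl cyclase gene *Qpct* (64.6 and 37.2 TPM, log2 ratio -0.79), the ER chaperone gene *Dnajb9* (36.2 and 21.6 TPM, log2 ratio -0.74) and *Cd302* (70.4 and 43.2 TPM, log2 ratio -0.70). *Ugt1a5* was higher (2.84 and 9.20 TPM) and *Ugt1a7c* lower (24.3 and 11.6 TPM), and both lie in one locus of 19 overlapping genes in the authors' table.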

Comparisons between LDAH-Tg and WT PM treated with oxLDL identified 872 differentially expressed genes (DEGs) at an FDR-adjusted p-value (q-value) of <0.05 (Supplementary Table S5 and Supplementary Fig. S7A). In turn, comparisons between LDAH-KO and WT controls identified 87 DEGs at *q* < 0.05 (Table S6 and Fig. S7B). 

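LDAH-KO PM differed from WT PM mostly by lower values. In the authors' means, 207 of 11289 genes were lower in LDAH-KO PM by a factor of at least 1.5 and 44 were higher, or 145 lower and 9 higher among protein-coding genes. With both groups brought to one distribution by quantile normalization, 129 were lower and 79 higher. The complement gene *C3* was lower (8.38 TPM in WT and 3.48 TPM in LDAH-KO PM, log2 ratio -1.16), as were *Tmem176a* (9.71 and 3.85 TPM, log2 ratio -1.23), *Ccdc80* (7.59 and 3.54 TPM) and *Angptl7* (12.4 and 6.13 TPM, log2 ratio -0.96). Of 14 inflammatory mediators with values, 3 were lower by this factor, the chemokine genes *Cxcl1* (log2 ratio -0.86), *Ccl7* (-0.86) and *Ccl5* (-0.77), and 0 were higher by it. By any size 10 were lower and 4 higher, with a median of -0.16 (percentile 7.77). The highest ratio among protein-coding genes of at least 5 TPM was smaller, that of the ribosomal protein gene *Rpl22l1* (136 TPM in WT and 200.2 TPM in LDAH-KO PM, log2 ratio 0.56). Fibroblast and mesothelial markers were also lower in LDAH-KO PM, with medians of -1.04 and -0.72 over 4 genes each. With no filter on low values these medians were -0.15 and -0.29. The means are of whole cultures, so they do not show which cells gave the lower *C3*, *Ccdc80* and chemokine values.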

Of nine common targets between the two RNA-seq analyses, four were reciprocally regulated by LDAH deficiency and overexpression, including the *Col1a1* gene, which was upregulated in LDAH-Tg PM and downregulated in LDAH-KO PM (Fig. 6B). 

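*Col1a1* (ENSMUSG00000001506.10, chromosome 11 of GRCm38, 94936224 to 94953042) had a mean of 3.26 TPM in WT and 5.44 TPM in LDAH-Tg PM, a log2 ratio of 0.66. In the other comparison it had 2.44 TPM in WT and 0.880 TPM in LDAH-KO PM, a log2 ratio of -1.09. *Serpinf1* went the same ways, with a log2 ratio of 0.65 in LDAH-Tg PM, and 6.74 TPM in WT and 2.24 TPM in LDAH-KO PM. So did the actin-bundling gene *Fscn1*, with log2 ratios of 0.40 in LDAH-Tg and -0.98 in LDAH-KO PM. *Figf*, which encodes VEGF-D, also did (0.46 and -0.82), at means under 1 TPM. *Cd5l*, a secreted macrophage protein and LXR target, went the opposite ways: 82.3 TPM in WT and 63.3 TPM in LDAH-Tg PM (log2 ratio -0.38), and 112 TPM in WT and 165 TPM in LDAH-KO PM (log2 ratio 0.55). The other 4 of the 9 genes in Fig. 6B were lower in both genotypes, with log2 ratios in LDAH-Tg and LDAH-KO PM of -0.50 and -1.63 for the chemokine gene *Cxcl13*, -0.57 and -0.91 for *Lars2*, -1.05 and -1.32 for *Rn7sk*, and -0.28 and -0.80 for *Sfrp5*.

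Of 10858 genes with values in both comparisons, 31 passed a factor of 1.5 in both, 18 of them in opposite directions. Of those 31, 7 encode protein, and 5 of the 7 were higher in LDAH-Tg and lower in LDAH-KO PM: *Ldah*, *Col1a1*, *Serpinf1*, *Mdk* (log2 ratios 0.64 and -0.61) and *Dnm1* (-0.59 in LDAH-KO PM). Across the 10858 genes, which are not independent replicates, the log2 ratios of the 2 comparisons had a Pearson's r of -0.04 and a Spearman's rho of -0.03.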

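*Fbln2* was lower in LDAH-KO PM (log2 ratio -0.80) and somewhat higher in LDAH-Tg PM (0.29, under a factor of 1.5), as was the procollagen processing gene *Pcolce* (-0.81 and 0.39). *Col3a1* was lower in LDAH-KO PM (-1.31) and near its control in LDAH-Tg PM (0.04). In the authors' means, 132 of 10858 genes passed a factor of 1.5 in the direction of LDAH in at least 1 genotype (higher in LDAH-Tg or lower in LDAH-KO PM) and went the other way in the opposite genotype, by any size. Of these, 86 passed it in LDAH-KO PM alone and 35 in LDAH-Tg PM alone. Against the direction of LDAH there were 29 such genes. After quantile normalization there were 75 in the direction of LDAH and 50 against it. Lists of collagen chains and of collagen processing and matrix genes had 27 members among the 10858 genes, of which 12 were among the 132 and 0 among the 29. Of the 12, 9 are genes that the paper displays as raised by LDAH in these data, so their side was known when the lists were written. Of the 17 list genes that it does not display, 3 were among the 132: *Col3a1*, *Fbln2* and *Pcolce*.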

We next looked for genes that changed at q < 0.05 in either Tg or KO macrophages and were reciprocally regulated in the opposite genotype. Among 246 genes upregulated by LDAH, there were multiple players in collagen homeostasis (Fig. 6C and Supplementary Table S7), and gene ontology enrichment analysis of this gene list returned several terms related to extracellular matrix (ECM) synthesis and organization (Supplementary Fig. S8). 

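The collagen chains with values were lower in LDAH-KO PM, and their differences in LDAH-Tg PM were smaller. Of the collagen chains with values, 7 of 7 were lower in LDAH-KO PM by a factor of at least 1.5, with a median log2 ratio of -0.98, lower than in all 10000 random lists (percentile 0). In LDAH-Tg PM 1 of 8 was higher by that factor and 5 of 8 by any size, with a median of 0.12 (percentile 83.9). *Col1a2* (chromosome 6, 4504814 to 4541544) had 6.34 TPM in WT and 2.40 TPM in LDAH-KO PM (log2 ratio -1.24), and 6.94 TPM in WT and 8.16 TPM in LDAH-Tg PM (log2 ratio 0.22). Genes of collagen processing and matrix had a median log2 ratio of -0.43 in LDAH-KO PM, with 20 of 22 lower by any size and 10 by that factor (percentile 0), and of 0.15 in LDAH-Tg PM, with 15 of 22 higher by any size and 1 by that factor (percentile 99.7). The latter median was 0.0272 with no filter on low values and 0.0101 at a mean TPM of at least 5. In LDAH-KO PM the median of collagen chains was -0.57 with no filter, and too few chains were left at 5 TPM. That of collagen processing and matrix was -0.55 with no filter, -0.18 at 5 TPM and -0.29 after quantile normalization. Both lists hold genes that the paper displays in Fig. 6C from these same data, so their percentiles are partly fixed by that choice. Without those genes, a choice made after seeing the data, collagen processing and matrix had a median of -0.19 over 15 genes in LDAH-KO PM (percentile 3.09) and 0.0216 over 16 genes in LDAH-Tg PM (percentile 58.4). The collagen chains then left were *Col3a1* and *Col4a1* in LDAH-KO PM, both lower by a factor of at least 1.5, and 4 chains with a median of -0.14 in LDAH-Tg PM (percentile 8.05). The osteonectin gene *Sparc* had 42.4 TPM in WT and 19.9 TPM in LDAH-KO PM (log2 ratio -1.07), and the fibronectin gene *Fn1* 21.5 and 9.16 TPM (log2 ratio -1.19). In LDAH-Tg PM *Sparc* was near its control (log2 ratio 0.09) and *Fn1* was lower by 0.08.

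The 21 genes read from the heat map of Fig. 6C were all higher in LDAH-Tg and lower in LDAH-KO PM in the authors' means. The ratio to WT ran from 1.02 to 1.67 in LDAH-Tg PM, and from 0.309 to 0.930 in LDAH-KO PM. After 0.5 was added to each mean, 2 of them passed a factor of 1.5 in LDAH-Tg and 14 in LDAH-KO PM. *Ogt*, which encodes O-GlcNAc transferase, had a log2 ratio of 0.35 in LDAH-Tg and -0.50 in LDAH-KO PM. Mesothelial markers, from cells that also make matrix, had a median of -0.72 over 4 genes in LDAH-KO PM. Fibroblast markers had a median of -1.04 over 4 genes, 2 of which, *Col3a1* and *Dcn*, are also in the matrix lists. With no filter on low values these medians were -0.29 and -0.15. The paper states that players in collagen homeostasis are among the genes it lists as raised by LDAH, and its ontology terms of matrix synthesis and organization are for that whole list.

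**Figure D1:**
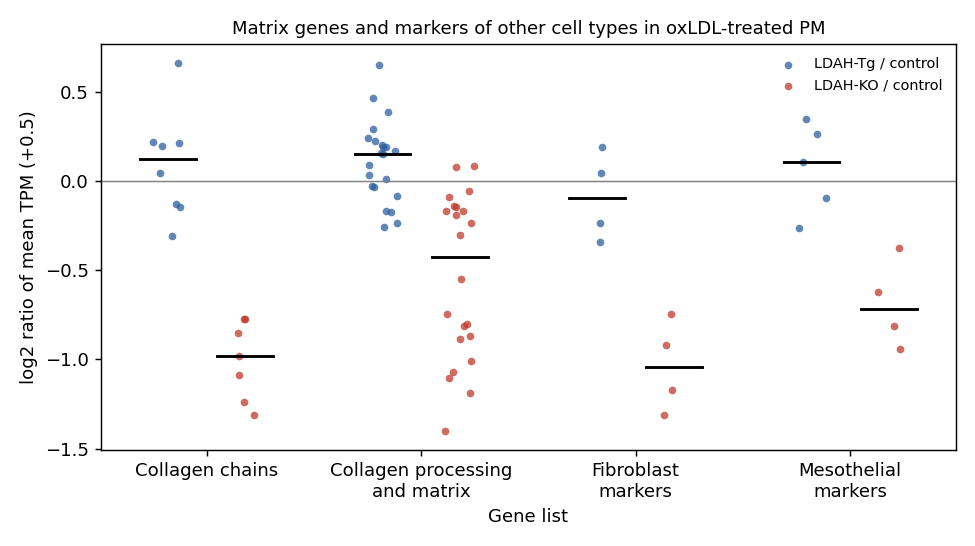
Log2 ratios of the authors' mean TPM (after adding 0.5) of LDAH-Tg PM (blue) and LDAH-KO PM (red) to their own WT controls, for 4 gene lists fixed before the data were examined. Each point is 1 gene with a mean TPM of at least 1, and each bar is a list's median, such as -0.98 for collagen chains in LDAH-KO PM and 0.12 in LDAH-Tg PM.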

Using qPCR we confirmed that the *Col1a1* and *Col1a2* genes that encode the two main chains of type I collagen fibers were upregulated and downregulated in LDAH-Tg and LDAH-KO macrophages, respectively (Fig. 6D)^17^. By ELISA, we also found increased levels of pro-collagen I-alpha in LDAH-Tg BMM treated with oxLDL (Fig. 6F). These profibrotic changes align with the increased collagen deposition we have consistently observed in atherosclerosis studies.

**Fig. 6:**
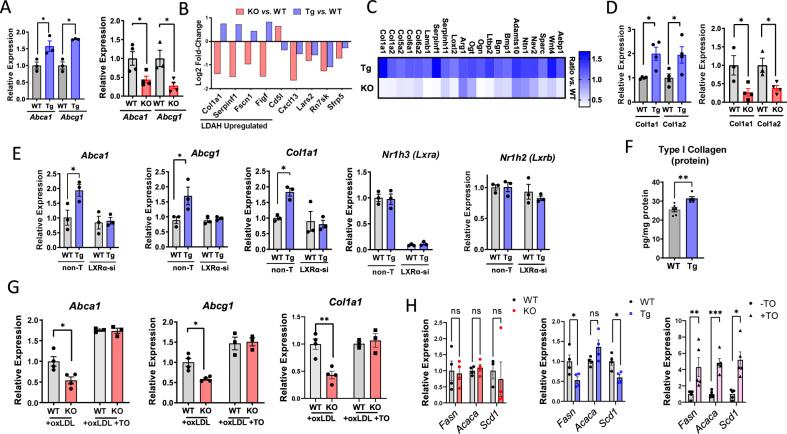
LDAH induces LXR-dependent transcriptional changes. **A** qPCR analysis of *Abca1* and *Abcg1* mRNA in PM isolated from LDAH-Tg (Tg, blue bars) and LDAH-KO (KO, red bars) mice treated with oxLDL (50 μg/ml) for 48 h *vs*. PM isolated from their respective WT controls (gray bars) (n = 3-4 independent samples). **B** Common genes identified in RNA-seq analysis of LDAH-KO (red bars) and LDAH-Tg (blue bars) PM *vs*. their WT controls at q-value < 0.05. **C** RNA-seq analyzes identified multiple ECM-related genes induced by LDAH. The upper row in the heat map (Tg) represents the ratio of LDAH-Tg PM *vs*. WT, and the lower row (KO) represents the ratio of LDAH-KO PM *vs*. their WT controls (n = 4). **D** qPCR analysis of Col1a1 and Col1a2 genes in LDAH-Tg (Tg, blue bars) and LDAH-KO (KO, red bars) *vs*. their respective WT control (gray bars) PM treated with oxLDL (50 μg/ml) for 48 h (*n* = 3–4). **E** WT (gray bars) and LDAH-Tg (Tg, blue bars) BMM were treated with siRNA against LXRα (LXR-si) or with non-target siRNA, followed by oxLDL (50 μg/ml) for 48 h. Expression of *Nr1h3 (Lxra*), *Abca1, Abcg1*, and *Col1a1* was determined by qPCR (n = 3). **(F)** ELISA quantification of pro-collagen I alpha in WT (gray bar) and LDAH-Tg (Tg, blue bar) BMM treated with ox LDL (50 μg/ml) for 48 h (*n* = 5–6). **G** LDAH WT **(**gray bars) and KO (red bars) PM were treated with oxLDL (50 μg/mL) for 48 h and media was replaced by media with or without TO901317 (5 μM) for 6 h. TO rescued the downregulation of *Abca1, Abcg1*. and *Col1a1* seen under LDAH deficiency (*n* = 4). **H** qPCR analysis of *Scd1, Fasn* and *Acaca* mRNA in LDAH-Tg (Tg, blue bars) and LDAH-KO (KO, red bars) PM treated with oxLDL (50 μg/ml) for 48 h *vs*. their respective WT controls (gray bars) (*n* = 3-4). In the right panel, WT PM were treated with oxLDL (50 μg/ml) for 48 h and media was replaced by media with ( + TO, purple bars with triangles) or without (-TO, gray bars with circular dots) TO901317 (5 μM) for 6 h (n = 5). Comparisons in (**A**), (**D**), (**E**) and (**H**) were performed by two-tailed unpaired *t*-test (normally distributed with equal variances), two-tailed Welch’s *t*-test (normally distributed with unequal variances), or two-tailed Mann-Whitney U (not normally distributed). Comparisons in (**F**) and (**G**) were performed by two-way ANOVA followed by Tukey’s test. *p < 0.05, **p < 0.01, ***p < 0.001. All bars represent mean ± SEM of independent samples. Source data are provided as a Source Data file.

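Established LXR targets did not move together in LDAH-Tg PM. Of 15 LXR targets outside fatty acid synthesis, listed before the data were examined, 13 had values in this comparison. In the authors' means 6 were higher and 7 lower in LDAH-Tg PM, none by a factor of 1.5, with a median log2 ratio of -0.003 (percentile 55.0). *Apoc2* was higher (23.6 TPM in WT and 28.7 TPM in LDAH-Tg PM, log2 ratio 0.28), and the phosphodiesterase gene *Smpdl3a* was lower (188 and 126 TPM, log2 ratio -0.57). The receptor genes *Nr1h3* and *Nr1h2*, which encode LXRα and LXRβ, had log2 ratios of 0.04 and 0.21. In LDAH-KO PM the median over 12 targets was -0.03 (percentile 56.5). The longer list of LXR genes in Table S8 was not used here.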

LDAH transgenic overexpression significantly (*q* < 0.05) affected the expression of 98 genes identified in previous studies that performed genome-wide ChIP-seq and transcript profiling in macrophages to identify genes that are activated and repressed by LXR agonizts (Table S8)^26,27^. However, although qPCR analyzes of PM had found *Abca1* and *Abcg1* upregulated by LDAH, these two genes were not identified in the RNA-seq analyzes. 

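In the authors' means, *Abca1* (chromosome 4 of GRCm38, 53030787 to 53159895) had 76.5 TPM in WT and 69.3 TPM in LDAH-Tg PM, a log2 ratio of -0.14, and 55.8% of the 500 genes nearest in expression lay closer to the median of all genes. In LDAH-KO PM it had 63.3 TPM against 82.2 TPM in WT, a log2 ratio of -0.37, and 97.8% of such genes lay closer. *Abcg1* (chromosome 17, 31057675 to 31117988) had 251 TPM in WT and 219.7 TPM in LDAH-Tg PM, a log2 ratio of -0.19, with 70.6% of such genes closer. It had 217.0 TPM in WT and 191.2 TPM in LDAH-KO PM, a log2 ratio of -0.18, with 49.4% closer. Both means were lower than WT in either genotype.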

By Western blotting, we confirmed that ABCA1 protein is higher in BMM treated with oxLDL (Supplementary Fig. S9). To further investigate whether LDAH induces *Abca1* and *Abcg1* in an LXR-dependent manner, we knocked down LXRα and LXRβ using pooled siRNA. Some studies using free oxysterols or synthetic LXR agonizts have shown redundancy between LXRα and LXRβ in *Abca1* expression, while others, including independent atherosclerosis studies where LXR activation is primarily driven by endogenous ligands, did not see LXRβ compensation under LXRα deficiency, suggesting that there might be differences in responses depending on experimental variables such as the dose, type, or source of the agonizts^25,28–31^. In oxLDL-treated BMM, LXRα knockdown alone reduced the expression of *Abca1*, while LXRβ knockdown had no effects (Supplementary Fig. S10). As in PM, the induction of *Abca1*, *Abcg1* and *Col1a1* in response to oxLDL (50 μg/mL for 48 h) was more robust in LDAH-Tg macrophages than in WT controls (Fig. 6E). However, consistent with an LXR-dependent mechanism, the enhanced expression of *Abca1*, *Abcg1*, and *Col1a1* seen in LDAH-Tg macrophages was hindered under LXRα knockdown (Fig. 6E). Furthermore, treatment with the synthetic LXR agonist TO901317 rescued the downregulation of *Abca1*, *Abcg1* and *Col1a1* in LDAH-KO macrophages (Fig. 6G). Despite the high efficacy of some of the available synthetic LXR agonizts, their development into therapeutics has been hindered by lipogenic side effects^32^. In contrast, natural sterol LXR ligands can avoid lipogenic pitfalls thanks to their ability to coordinately downregulate the processing of sterol-regulatory element-binding protein-1c (SREBP)-1c^32–34^. Our RNA-seq data revealed that some lipogenic enzymes, including stearoyl CoA desaturase-1 (*Scd1*), were downregulated in LDAH-Tg macrophages (Table S5). Thus, we assessed the expression of main lipogenic enzymes, *Scd1*, fatty acid synthase (*Fasn*) and acetyl CoA carboxylase alpha (*Acaca*), and found that, while the expression of these genes was significantly induced upon treatment with TO901317, transgenic LDAH overexpression did not affect (*Acaca*) or even reduced (*Fasn*, *Scd1*) the expression of these genes (Fig. 6H). 

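*Scd1* (chromosome 19 of GRCm38, 44394455 to 44407879) had 5.15 TPM in WT and 3.97 TPM in LDAH-Tg PM, a log2 ratio of -0.34. *Scd2* was lower by a like amount (48.3 TPM in WT and 38.2 TPM in LDAH-Tg PM, log2 ratio -0.33), as were *Acsl3* (-0.34) and the elongase gene *Elovl5* (-0.30). *Acaca* was lower by less (4.44 and 4.07 TPM, log2 ratio -0.11) and *Fasn* was level (8.18 and 8.21 TPM, log2 ratio 0.01), while the regulator gene *Srebf1* was higher (log2 ratio 0.21). Over 13 lipogenic genes with values the median log2 ratio was -0.14 (percentile 1.64), 9 of the 13 were lower, and 0 passed a factor of 1.5. In LDAH-KO PM, where the median of all genes was -0.08, the lipogenic median was -0.19 over 15 genes, within the central 95% of random lists (percentile 4.13), 14 of the 15 were lower, and 0 passed that factor. *Scd1* had 10.4 TPM in WT and 8.85 TPM in LDAH-KO PM (log2 ratio -0.23).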

Taken together, although these studies do not exclude other potential protective mechanisms, the loss-of-function and rescue experiments suggest that LDAH induces atheroprotective and pro-stabilizing transcriptional changes through an LXR-dependent mechanism, and interventions to enhance the lipolytic release of regulatory sterols might prove suitable to selectively enhance LXR activation.

### LDAH reduces sterol ester accumulation in vivo and promotes an anti-inflammatory and pro-fibrotic foam cell phenotype

To assess whether LDAH’s effects on primary macrophages might be reflected in vivo, we first assessed LDAH’s distribution among macrophage subsets and its correlation with other genes using the single cell transcriptomic sequencing data from Kim et al. (GEO PRJNA477941), a study that included both total arterial leukocytes and foam cells^35^. As reported, foam cells consisted mainly of populations poor in inflammatory transcripts (Supplementary Figs. S11, S12). Accordingly, the pro-inflammatory cytokine IL-1β that is enriched in pro-inflammatory macrophage clusters, was markedly reduced in foam cells (Supplementary Fig. S11). In contrast, LDAH appeared enriched in the non-inflammatory foam cells, and visually correlated with LXRα and β, ABCA1 and Col1a1 (Supplementary Figs. S11–S13). Furthermore, Pearson’s correlation of LDAH with all other expressed genes in total (foamy and non-foamy) arterial CD45+ cells coupled with gene ontology analyzes identified numerous metabolic regulators, including LXRα and many of its targets, as well as genes involved in ECM homeostasis, including *Col1a1* and *Col1a2*, but yielded a low number of inflammatory genes and inflammation-related terms (Supplementary Table S9 and Supplementary Fig. S14). These in vivo data correlate LDAH with less inflammatory macrophage populations and with fibrotic markers and LXR targets identified in the transcriptomic analyses of primary macrophages.

Next, we investigated LDAH’s effects on plaque sterol ester accumulation in situ in lesions of WT and LDAH-Tg male mice using high-resolution matrix-assisted laser desorption/ionization mass spectrometry imaging (MALDI-MSI), a technique that takes into consideration the spatial distribution of the analytes in a tissue section, and therefore allows focusing the analysis on the actual atherosclerotic lesions^36^. As in mice used for atherosclerotic studies (Fig. 2B), at 20 weeks of age the lesions of male mice of both genotypes consisted primarily of Mac3-positive fatty streaks, and the ratio of Mac3 to total lesion area was similar between genotypes (Fig. 7A). In shotgun lipidomics of primary macrophages, LDAH overexpression did not affect the levels of phosphatidylcholines (PC) and other phospholipids that are abundant constituents of cellular membranes (Fig. 4A, B). Consistently, the intensities of total ion count (TIC) normalized images corresponding to main PC species were similar between lesions of WT and Tg mice (Fig. 7B). In contrast, in agreement with the lipidomic data from primary macrophages, the intensities of the images corresponding to the main CE species identified in the analysis were overall lower in lesions of LDAH-Tg mice than in their WT littermates (Fig. 7C, D and Supplementary Table S10). In addition, quantification of imaging data corresponding to compounds with m/z values and predicted molecular formulas that match esters of oxidized sterols also showed lower intensities in lesions of transgenic mice, suggesting that LDAH also impacts a broad range of esterified sterol species in vivo (Fig. 7E and Supplementary Table S10).

**Fig. 7:**
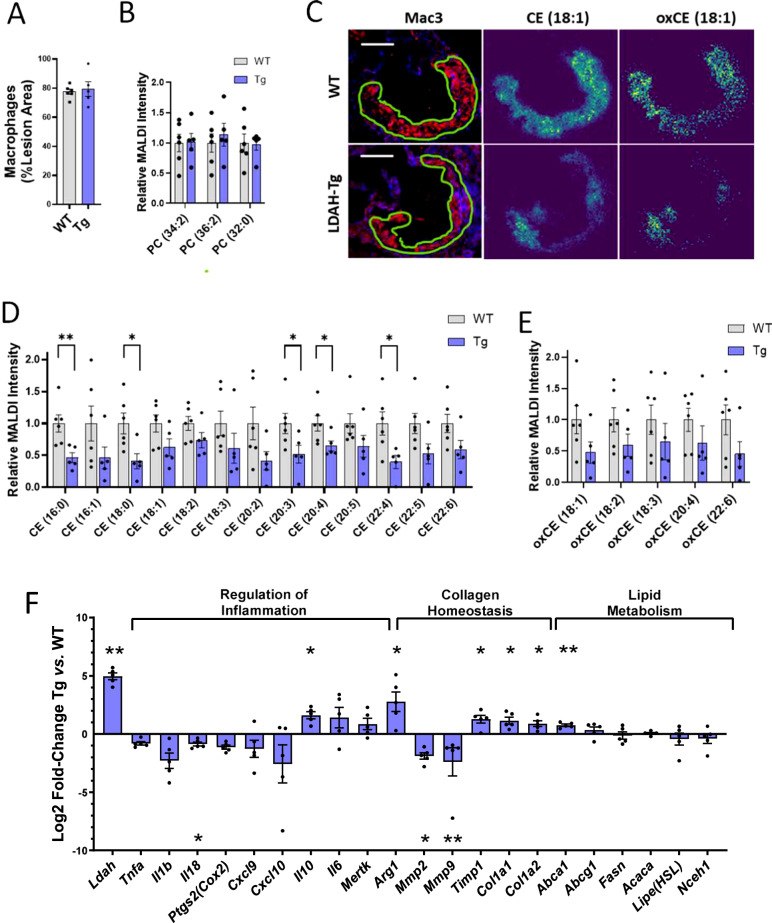
LDAH impacts sterol homeostasis in vivo and leads lesional foam cells to a less inflammatory phenotype with a pro-fibrotic molecular signature. **A–E** Atherosclerotic lesions of 20-week-old LDAH-Tg (Tg, blue bars) (*n* = 5) and wild-type (WT, gray bars) (*n* = 6) littermate male mice were analyzed using high-resolution MALDI-MSI. **A** Macrophage content was similar in lesions of mice of both genotypes. **B** Quantification of main structural PC species by lesion area using MALDI-MSI. **C** Exemplary images of consecutive sections stained for Mac3 and MS images representing CE (18:1) and oxidized (ox) CE (18:1). Scale bars: 200 μm. (**D, E**) Quantification of main CE (**D**) and candidate oxidized CE (**E**) species identified in atherosclerotic lesions. The first number in the parenthesis represents the number of carbons of the fatty acid esterified to the sterol, and the number after the colon represents the number of double bonds. **F** Gene expression analyzes. RNA was obtained by LCM from Mac3 positive areas within lesions of LDAH-Tg (Tg) and wild-type (WT) male mice (n = 5 per genotype). The blue bars represent Log2-fold change of Tg over WT. Comparisons were performed by two-tailed unpaired *t*-test (normally distributed with equal variances), two-tailed Welch’s *t*-test (normally distributed with unequal variances), or two tailed Mann-Whitney U (not normally distributed). All data in this figure are presented as mean ± SEM of independent samples. *P < 0.05, **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

For analysis of gene expression, we used laser capture microdissection (LCM) to selectively isolate macrophages from lesions of WT and LDAH-Tg male mice^37,38^. As in primary macrophages, the expression of *Abca1, Col1a1, and Col1a2* genes was higher in macrophage/foam cells of *Ldah*^Tg/0^*Apoe*^−/−^ mice than in *Ldah*^0/0^*Apoe*^−/−^ littermates, while expression of the lipogenic genes *Fasn* and *Acaca* remained similar between genotypes (Fig. 7F). LXR activation suppresses inflammation, and the role of macrophages in collagen homeostasis is highly dependent on their polarization status^32,39,40^. While classically activated pro-inflammatory macrophages are predominantly collagenolytic, alternative activation into a reparative phenotype has been associated with both increased collagen synthesis and reduced degradation^41^. Expression of arginase 1 (*Arg1*), a key enzyme in the generation of proline precursors for collagen synthesis and a common marker of alternative macrophage activation whose expression in atherosclerotic plaques was shown to be LXRα-dependent and was upregulated in LDAH-Tg PM in our RNA-seq analyzes, was also significantly higher in LDAH-Tg lesional macrophages (Fig. 7F)^42^. In addition, the expression of the anti-inflammatory cytokine *Il10* was significantly induced by ~4-fold, and expression of the pro-inflammatory cytokine *Il18* was significantly reduced in LDAH-Tg foam cells (Fig. 7F). There was also a non-statistically significant reduction in the mRNA levels of other pro-inflammatory mediators, including *Tnfa*, *Il1b*, *Cox2*, and two chemokines previously found reduced in response to hypercholesterolemia in vivo, *Cxcl9* and *Cxcl10* (Fig. 7F)^43^. The expression of two matrix metalloproteinases, *Mmp2* and *Mmp9*, which were previously found downregulated by LXR, was also significantly lower in LDAH-Tg macrophages, whereas the expression of tissue inhibitor of metalloproteinases-1 (*Timp1*) was upregulated (Fig. 7F)^44,45^.

Taken together, the in vivo analysis of atherosclerotic lesions also supports the role of LDAH in the mobilization of a broad range of esterified sterols, including endogenous LXR ligands. Gene expression analyses of foam cells within the atherosclerotic milieu suggest that LDAH promotes a reparative macrophage phenotype, and that parallel to the upregulation of collagen-encoding genes, LDAH tones down inflammation and the macrophage’s collagenolytic program. The main effects of LDAH and proposed mechanisms of action in foam cells and atheroma are summarized in Fig. 8.

**Fig. 8:**
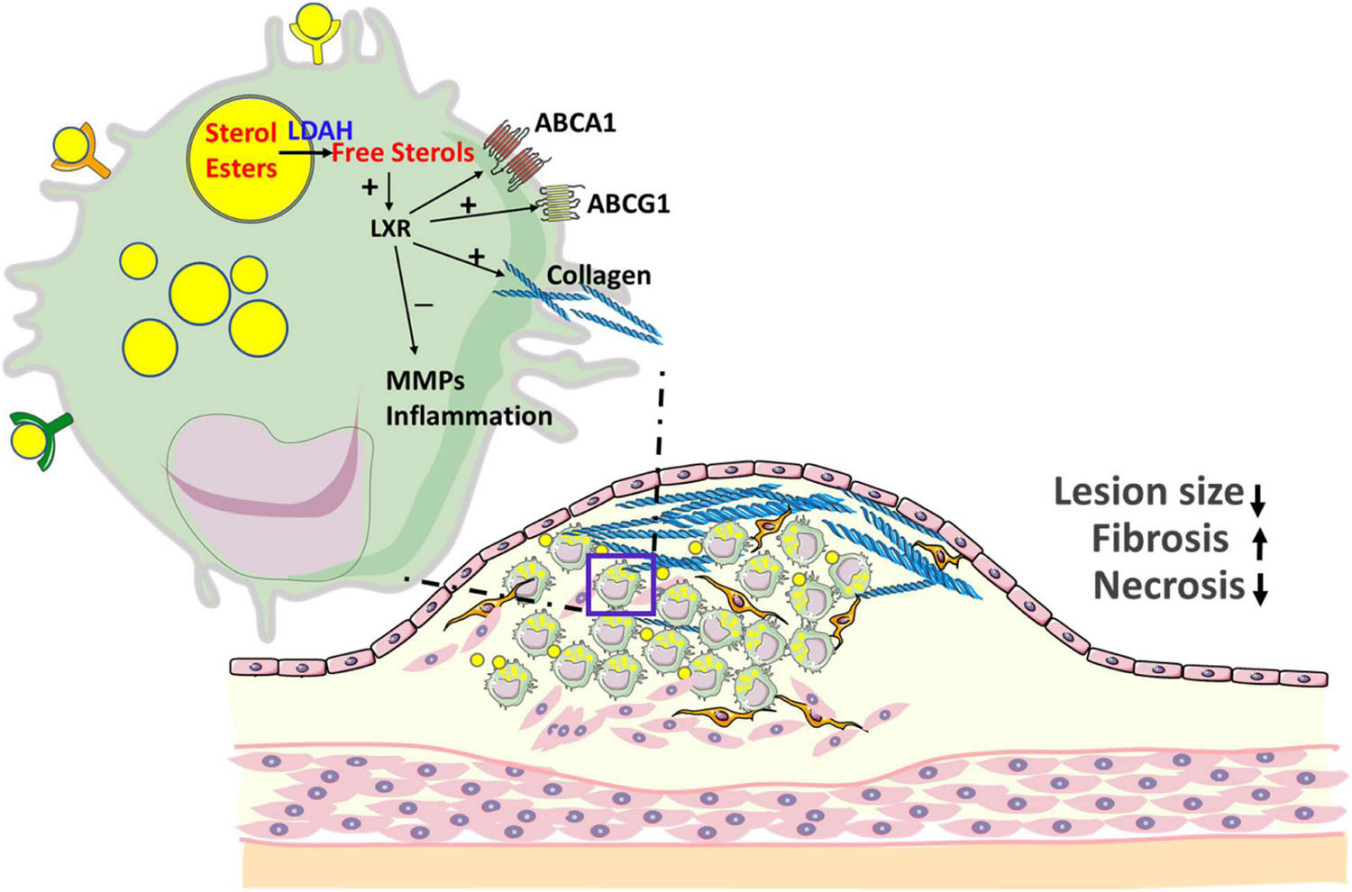
Graphical summary. LDAH mobilizes stores of esterified sterols that are endogenous LXR ligands and leads to protective modulation of foam cell phenotype, protection against atherosclerosis, and development of more fibrotic and less necrotic lesion architectures. This figure was generated in part using images from Servier Medical Art, under a Creative Commons License CC BY 4.0 (https://creativecommons.org/licenses/by/4.0/).

## Discussion

LDAH is a LD-associated protein with a conserved lipase structure, high affinity for LDs of lipid-laden macrophages, and abundantly expressed by foam cells in atheroma^10^. To investigate LDAH’s lipid substrates and roles in foam cell biology and atherogenesis, we have generated LDAH-Tg and LDAH-KO mice. The combined gain- and loss-of-function studies consistently show that LDAH limits atherosclerosis development and fosters stable lesion architectures, as characterized by reduced necrosis and increased deposition of fibrillar collagen. Atherosclerosis studies performed on mice with their bone marrows reconstituted with LDAH-deficient cells and studies under LDAH overexpression driven by a myeloid promoter suggest that LDAH expression in macrophage/foam cells is sufficient to induce these favorable effects.

LDAH’s strong affinity for LDs and lipase structure suggests a role in the mobilization of lipid esters from LD compartments. We first investigated how LDAH impacts the foam cell’s lipidome using unbiased shotgun lipidomics, which identified sterols as the lipids most consistently and reciprocally impacted by LDAH gain- and loss-of function. This contrasts with a previous report that did not observe differences in cholesterol metabolism between WT and LDAH-deficient macrophages, nor identified any other candidate LDAH substrate^46^. However, in this study analysis of CE mass was limited to densitometric quantification of thin-layer chromatography (TLC) bands, and CE mobilization was assessed using methyl-ß-cyclodextrin as the acceptor, a chemical that strips free cholesterol from the plasma membrane^46^. In our studies, all individual CE species identified in the high-resolution shotgun lipidomics were reduced by LDAH, regardless of the fatty acid esterified to the sterol. Subsequent trafficking experiments using the physiological cholesterol acceptor apoA-I suggest that, as anticipated from a lipase/esterase, the reduction in sterol esters is due to enhanced ester hydrolysis. In addition, high-resolution MALDI-MSI analysis of atheroma also supports a significant role of LDAH in sterol homeostasis in vivo.

While lipoproteins can elicit pro-inflammatory responses, for example through engagement of toll-like receptors (TLRs)^47^, a growing number of studies using primary foam cells and single cell transcriptomics of murine and human atheroma indicate that foam cells are not main drivers of inflammation^35,43,48,49^. In addition to high abundance lipids such as cholesterol and triglyceride, foam cell formation leads to the accumulation of a large number of lipid species, including potentially protective metabolites that could counter other pro-inflammatory signals of lipoproteins. Given that many of the lipids that accumulate in foam cells can be stored as esters in cytoplasmic LDs, the trafficking in and out of LD compartments could significantly modulate the effects of bioactive species^2–6^. LDAH was shown to regulate the activity of an anti-cancer macrolide that partitions to LDs by cleaving an ester bond in its side chain, which leads to the release into the cytosol of a more hydrophilic metabolite that kills cancer cells more efficiently^50^. However, whether LDAH also regulates endogenous bioactive metabolites that traffic through LDs is not known. Sterol panels and MALDI-MSI analysis of atheroma suggest a broad impact of LDAH on sterols, including species that are endogenous LXR ligands. Trafficking experiments suggest that increased ester hydrolysis by LDAH might provide a mechanism of access of regulatory sterols to their receptors. While this mechanism may also apply to desmosterol, a cholesterol synthesis intermediate that is also esterified in macrophages and in our lipidomic studies followed a pattern similar to other sterols, further research will be needed to determine whether desmosterol is also affected by negative feedback of sterols on the synthesis pathway^19^. Our studies identified numerous effects of LDAH that are compatible with a scenario of enhanced LXR activation. In primary macrophages, LDAH induces the expression of prototypical LXR target genes, and studies under LXRα knockdown and rescue experiments with a synthetic LXR agonist suggest that these effects are LXR-dependent. In atheroma, in addition to protection against lesion development, LDAH leads to more stable lesion phenotypes that are richer in collagen fibers and less necrotic, effects that are also seen upon LXR activation^51–53^. Type I fibrillar collagen is a major contributor to plaque structural integrity, while thin-capped necrotic plaques are more prone to rupture and trigger vascular events^17,54^. Mounting evidence suggests that certain macrophage subsets can directly contribute to constructing their own surrounding matrix, and several studies have linked foam cell formation to alternatively activated macrophage phenotypes with pro-fibrotic features^43,55–58^. Arguably, if the lipid mediators responsible for this phenotype can be tucked away in hydrophobic compartments, their mobilization into the cytoplasm by lipolytic enzymes would exacerbate the phenotype. LXR also suppresses inflammation and supports anti-inflammatory programming of macrophages^32,39,40,42^. Consistently, our analyses show that LDAH plays an anti-inflammatory role, increasing the expression of ARG-1 and IL-10 and reducing the expression of pro-inflammatory cytokines by foam cells. Also consistent with studies linking macrophage activation with their ability to degrade collagen, LDAH reduces the expression of two MMPs that have been shown to parallel inflammation and are downregulated by LXR, and increases expression of the MMP inhibitor TIMP-1^44,45,59,60^.

Highly effective synthetic LXR agonizts have been available for decades. However, the clinical use these compounds has been challenged by lipogenic side effects that take place through upregulation of SREBP-1c and downstream genes involved in fatty acid synthesis^61^. A key difference between synthetic agonizts and endogenous sterol agonizts is that, parallel to LXR activation, the sterols coordinately block the activation of SREBP proteins and, as a result, the induction of LXR target genes can be dissociated from lipid synthesis^32,33^. In our studies LDAH did not affect or even reduce the expression of lipogenic genes, suggesting that the lipolytic release of regulatory sterols is devoid of lipogenic pitfalls and, therefore, a metabolic step potentially amenable for therapeutic intervention.

Our lipidomic analyses have consistently identified sterol esters as candidate LDAH substrates. However, foam cells accumulate hundreds of lipid metabolites, and it is possible that some of LDAH’s mechanisms of atheroprotection are related to the metabolism of other substrates that we have not been able to identify. Alternatively, in addition to LXR activation, regulatory sterols display other biological functions that could also affect atherosclerosis development^24,62,63^. Nevertheless, the fact that a LD enzyme leads to favorable modulation of foam cell phenotype and atheroprotection warrants interest in the study of the mechanisms that regulate the trafficking of bioactive metabolites in and out of LD compartments. Overall, these studies underscore the role of LDs as central storage sites and metabolic hubs of regulatory lipids, and the importance of lipolytic signaling in the pathogenesis of atherosclerosis and potentially other diseases linked to enhanced lipid accumulation.

## Methods

### Mice

All animal studies were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals, following protocols approved by the Albany Medical College Institutional Animal Care and Use Committee (protocol number 20-11001). Mice were housed under regular 12/12 light-dark cycles and under regulated temperature of 20–26 °C and a humidity level of 30–70%. Mice were fed standard chow (Prolab® Isopro® RMH 300-5P76, LabDiet) or a WD containing 21% wt/wt milk fat and 0.2% wt/wt cholesterol (Envigo TD.88137). Mice were euthanized by carbon dioxide inhalation or by cervical dislocation under general anesthesia induced by isoflurane inhalation. Both male and female mice were used for this study and analyzed independently. LDAH transgenic (LDAH-Tg, *Ldah*^Tg/0^) mice in B6D2F1 background were generated at the Rodent Genetic Engineering Laboratory Technologies at the NYU Langone Medical Center. Transgenic LDAH expression is driven by a myeloid-specific promoter that contains the proximal promoter and first intron of the mouse *Csf1r* gene, the gene that encodes the receptor for macrophage colony-stimulating factor (CSF1), and includes a critical intronic enhancer element (FIRE)^15,16^. Positive founders were identified by PCR and crossed 7 times with C57BL/6 mice, followed by two additional crosses with *Apoe*^*−/−*^ mice, also in C57BL/6 background, to generate *Ldah*^Tg/0^*Apoe*^−/−^ mice. *Ldah*^Tg/0^*Apoe*^−/−^ mice were bred with *Apoe*^*−/−*^ mice to produce *Ldah*^Tg/0^*Apoe*^−/−^ and *Ldah*^0/0^*Apoe*^−/−^ littermates. LDAH-knockout (KO, *Ldah*^−/−^) mice were generated directly in the C57BL/6 background by homologous recombination at the KOMP repository (www.komp.org), using an expression-selection cassette to replace the first two coding exons (exons 2 and 3) and part of exon 4. Heterozygous F_1_ mice were identified by PCR, and complete knockout in homozygous was confirmed by PCR and western blotting. *Ldah*^−/−^ mice were crossed twice with *Apoe*^−/−^ mice to generate *Ldah*^+/−^*Apoe*^−/−^ mice, which were then used as breeders to produce littermate *Ldah*^+/+^*Apoe*^−/−^ and *Ldah*^−/−^*Apoe*^−/−^ mice. For bone marrow transplant, *ApoE*^−/−^ mice were subjected to lethal irradiation (950 rads in a 3-hour interval split-dose of 475 rads per lift) and their bone marrows were reconstituted with cells from *Ldah*^−/−^*Apoe*^−/−^ or *Ldah*^+/+^*Apoe*^−/−^ donors^64^.

### Analysis of atheroma and plasma lipid profiles

After euthanasia, hearts were perfused with phosphate-buffered saline, excised, dissected by a parallel cut under the tip of the atria, and immediately embedded in optimal cutting temperature (O.C.T.) compound and stored frozen at -80 °C. Hearts were cryosectioned (7 μm) through the aortic sinus. Cryosections spanning the entire aortic sinus were stained with oil red O (ORO), and the size of atherosclerotic lesions was measured in 7 representative sections^64,65^. Consecutive sections were stained with Masson’s trichrome and H&E and used to quantify lesional collagen and areas of necrosis, respectively. Additional consecutive sections were immunostained with anti-Lamp2/Mac3 (Santa Cruz Biotechnology, SC-19991 dilution 1:200 or SC-19991AF647 dilution 1:100) and with anti-COL1A1 (Sigma-Aldrich, 234167, dilution 1:50). Apoptotic cells were identified using a terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay (Roche, 12156792910) following the manufacturer’s instructions^66^. The intensities and/or areas of staining were determined using ImageJ (v. 1.53) and AxioVision V.4. (Carl Zeiss Microscopy) software. Lipoproteins in plasma pools of each experimental group were fractionated by fast performance liquid chromatography (FPLC) gel filtration^38^.

Total plasma cholesterol and HDL cholesterol were determined using Cholesterol E (Fujifilm Wako Chemicals, 999-02601) and HDL-Cholesterol E (Fujifilm Wako Chemicals, 997-01301). Plasma triglyceride was quantified using Infinity Triglyceride Reagent (Thermo Scientific, TR22421).

### Culture of primary macrophages and siRNA

Peritoneal macrophages (PM) were harvested 5 days after aged 3% thioglycolate injection. For lipidomic and transcriptomic analyzes, after overnight culture in DMEM-10% FBS the media was replaced by DMEM-1% FBS supplemented with Hi-TBAR oxLDL (50 μg/ml, Alfa Aesar, J652618PL) for 48 h. To generate bone marrow-derived macrophages (BMM), bone marrow cells were cultured in RPMI-1640 supplemented with 10% FBS and 15% L929-conditioned media^67^. For studies on LXR downregulation, fully differentiated BMMs were plated at 1 ~ 2×10^6^ density on 60 mm dishes. Cells were transfected with siRNA pools using On-TARGETplus Mouse Nr1hr2 siRNA (22260), Nr1hr3 (22259), and Non-targeting Pool siRNA (D-001810-10-20) from Dharmacon. Transfected cells were incubated for 48 h, followed by treatment with oxLDL. The siRNA sequences are listed in Supplementary Data 1.

### Western blotting

Approximately 8.5 × 10^5^ to 1 × 10^6^ cells cultured in 60 mm culture dishes were rinsed with 1xPBS (pH 7.4) and lysed in RIPA buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 2 mM EDTA) with protease inhibitor cocktail (Roche). Cells were centrifuged at 20,000 × *g* at 4 °C for 5 min, and protein concentration in the supernatants was measured using DC^TM^ Protein Assay Kit II (Bio-Rad Laboratories). Approximately 25 μg of protein lysates were resolved by SDS-PAGE and transferred to PVDF membranes. After blocking, membranes were incubated overnight with a custom polyclonal rabbit anti-mouse LDAH antibody generated at Bethyl Laboratories (dilution 1:3000), with anti-ABCA1 (Nobus Biologicals, NB400-105, dilution 1:1000), with anti-beta-Actin (Sigma-Aldrich, A5441, dilution 1:5000) or with anti-GAPDH (Sigma-Aldrich, G9545, dilution 1:10000). Incubations with secondary antibodies were performed at room temperature for one hour.

### Collagen ELISA

Fully differentiated BMMs were plated at 2 × 10^6^ density on 60 mm dishes and treated with Hi-TBAR oxLDL (Alfa Aesar, J652618PL, 50 μg/ml) for 48 h. Cell lysates were collected using the buffer provided in the Mouse Pro-Collagen I alpha 1 ELISA Kit (Abcam, ab210579). Pro-collagen in lysates of BMM was quantified following the manufacturer’s instructions and normalized to total protein.

### Lipidomics and sterol trafficking

Approximately 4 − 5 × 10^6^ PM were subjected to monophasic lipid extraction in methanol:chloroform:water (2:1:0.74, *v*:*v*:*v*). Pelleted cellular proteins were subsequently dissolved in 0.1 N NaOH to determine the total amount of protein per sample group using DC^TM^ Protein Assay Kit II (Bio-Rad Laboratories) and used for the normalization of lipids detected. Di-myristoyl phosphatidylcholine (Avanti Polar Lipids, Alabaster, AL, USA) and 19-hydroxycholesterol (Steraloids, Newport, RI, USA) were added to samples during lipid extraction as internal standards for relative quantitation of lipids and sterols. Dried lipid extracts were desalted by washing and resuspended using 200 µL/mg protein in a solution of methanol containing 0.01% butylated hydroxytoluene. The samples were stored under a blanket of nitrogen at −80 °C until further analysis. For shotgun lipidomics, lipid extracts were diluted into isopropanol: methanol (2:1,*v:v*) containing 20 mM ammonium formate and analyzed by flow injection high resolution/accurate MS and tandem MS. Lipid species were identified using the Lipid Mass Spectrum Analysis (LIMSA) v.1.0 software linear fit algorithm, in conjunction with a user-defined database of hypothetical lipid compounds for automated peak finding and correction of ^13^C isotope effects. Relative quantification of lipid abundance between samples was performed by normalization of target lipid ion peak areas to the di-myristoyl phosphatidylcholine internal standard^68^. Sterols and oxysterols were analyzed by high resolution/accurate mass LC-MS using a Shimadzu Prominence HPLC coupled to a Thermo Scientific LTQ-Orbitrap Velos mass spectrometer^3^. Chromatographic peak alignment, compound identification, and relative quantitation against the 19-hydroxycholesterol internal standard were performed using MAVEN software 3.6.1. For analysis of cholesterol and 25-hydroxycholesterol (25-HC) esterification and hydrolysis, PM was cultured in DMEM-0.2% BSA containing acetylated low-density lipoprotein (acLDL, 50 μg/ml, Alfa Aesar, J650298PL) and 25-HC (1.5 μg/ml, Sigma-Aldrich, H1015) for 24 h. Cells were washed, pulsed for 19 h with oleate (0.2 mM) labeled with [9,10 (n) ^3^H]-oleic acid (Perkin Elmer) in DMEM-0.4% BSA, washed, and chased in media containing apoA-I (10 μg/ml, Alfa Aesar, J64506MCR) and an ACAT1 inhibitor (10 μg/ml, Sandoz 58-035, Sigma-Aldrich, S9318) for 6 and 22 h. Cellular lipids were extracted with hexane: isopropanol (3:2, *v:v*). Protein pellets were dissolved in 0.2 N NaOH, neutralized with HCl, and total protein content was quantified using DC^TM^ Protein Assay Kit II (Bio-Rad Laboratories). Cellular lipids were resolved by TLC using hexane-diethyl ether-glacial acetic acid (75:35:1) and the amounts of ^3^H-labeled CE and 25-HC ester (25-HCE) were determined by scintillation counting and normalized to protein^64^. To identify the 25-HCE and CE bands, highly pure 25-HC oleate was purchased from Steraloids and combined with TLC standard reference mixtures (Nu-Check Prep, TLC-18-6C and TLC-18-4A). The amounts of ^3^H-labeled CE and 25-HCE were determined by scintillation counting and normalized to protein.

### High-resolution MALDI MS imaging

Aortic sinuses embedded in 5% gelatin (VWR) were cryosectioned (10 μm) and tissue slices were collected on Superfrost Plus Microscope Slides (Fisher Scientific, 12-550-15)^36^. The samples were measured with an atmospheric-pressure MALDI imaging ion source (AP-SMALDI^5^ AF, TransMIT GmbH, Giessen, Germany), coupled to an orbital trapping mass spectrometer (Q Exactive HF, Thermo Fisher Scientific (Bremen) GmbH, Germany)^69^. Measurements were performed in positive-ion mode using a mass range of *m*/*z* 300-1200, a mass resolution of R = 240,000 @ *m*/*z* 200, and a spatial resolution of 7 µm. Internal mass calibration was achieved using the lock-mass feature of the orbital trapping mass spectrometer resulting in a mass accuracy of <3 ppm. For data analysis, raw data of all measurements were stitched together and converted to imzML format. Annotation of lipid signals ([M + H]^+^, [M+Na]^+^, [M + K]^+^) was performed by Metaspace, a fully automated metabolite annotation platform for imaging data, using the databases of HMDB-v4, LipidMaps -2017-12-12 and SwissLipids-2018-02-02 and a ± 3 ppm m/z window^70^. A custom database was used for oxidized CE lipids, which are not listed in the standard databases. Regions of interest (ROI) comprising lesion area were defined for each sample. Total ion count (TIC) normalized images of annotated lipids (+/- 3 ppm) containing the ROIs of all samples were exported from MIRION software as.csv format. In Matlab, the maximum intensity of the images was set to the 99th percentile, and the intensity sum of each lipid signal in the ROI was divided by the pixel number of the ROI. Calculated values were normalized to the area of macrophages determined by Mac-3 staining.

### Analysis of gene expression

RNA was extracted with TRIzol (Invitrogen) and purified with Absolutely RNA Miniprep Kit (Agilent). For PolyA-enriched RNA sequencing, RNA quality was assessed using an Agilent Bioanalyzer and quantified using a Qubit Fluorometer by the Functional Genomics Core at the Roy J. Carver Biotechnology Center, UIUC. Hi-Seq libraries were prepared, and 100 bp paired-end Illumina sequencing was performed on a HiSeq 4000 at the High Throughput Sequencing and Genotyping Unit, UIUC. RNAseq reads were processed for quality and read length filters using Trimmomatic (version 0.38). RNAseq reads were further aligned to the mouse genome (mm10) using STAR (version 2.4.2a). Gene expression levels were determined using count and differential expression^71^. Differences in gene expression between experimental groups (LDAH-KO *vs*. WT littermate controls and LDAH-Tg *vs*. WT littermate controls) were considered significant when the false discovery rate adjusted p-value (q value) was < 0.05. Gene ontology and pathway analyses were performed using DAVID knowledgebase v2023q4^72,73^. To identify potential LXR target genes among the genes regulated by LDAH, we compared the Ldah-Tg DEG list with a list of candidate LXR target genes previously identified in macrophages using genome-wide ChIP-seq and transcript profiling^26,27^. For in vivo analysis of gene expression in foam cells, RNA from macrophage-rich areas within atheroma was isolated by laser capture microdissection (LCM) and amplified by in vitro transcription (IVT)^10,37,38^. Relative gene expression levels were determined from threshold cycle (Ct) values normalized to cyclophilin A. Primer sequences are listed in Supplementary Data 1.

### Analysis of single cell sequencing datasets

For reanalysis of the published Kim et al. dataset of total LDLR KO leukocytes and ApoE KO foam cells, the corresponding single-cell data sets (GEO PRJNA477941) were downloaded^35^. These Cell Ranger filtered genes, by barcode and expression matrices, were used as analysis inputs into the Partek Flow version11.0.24.0624 software package. The two data sets were combined at the beginning and split only after the clustering to capture all the variations and commonalities in the two models. Cells with a mitochondrial fraction >5% of the fraction of genes expressed were filtered out. Noise reduction was performed by excluding features wherein the value was 0 in at least 99.95% of cells. Normalization was performed on the remaining 57.33% features by expressing all the values as counts per million in each cell, and then the values were Log2 transformed. The dimensional reduction was performed by PCA using the top 2000 features with the highest variance, and the top 10 PCA components were used based on the elbow method for a K-means clustering using Euclidean distance and 1000 iterations with 11 clusters. This was arrived at after testing to arrive at a resolution of the inflammatory subsets and guided by published data from Kim et al. UMAP plots were then constructed for visualization. The cell clusters were annotated based on the biomarker list generated for these 11 clusters using Cell ACT annotation tool (http://xteam.xbio.top/ACT/)^74^. A Pearson correlation analysis was done for all expressed genes for LDAH and those with a FDR of <10e-7 were used for functional enrichment analysis using DAVID knowledgebase v2023q4.

### Statistics

The number of biological replicates is stated in the figure legends. All data are presented as the mean and standard error of the mean (SEM). Data that followed a normal distribution and had equal variances were compared using unpaired two-tailed *t*-test or by two-tailed Welch’s *t*-test if variances were unequal, and data that did not follow a normal distribution were analyzed using two-tailed Mann-Whitney U. Multiple comparisons were performed using 2-way ANOVA, followed by Tukey’s test.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Information

Supplementary Data 1

Reporting Summary

### Source data

Source data

## Data Availability

The RNA sequencing data generated in this study have been deposited in Gene Expression Omnibus with accession number GSE157947 at. The shotgun lipidomic raw data have been deposited in Metabolomics Workbench^75^ under study IDs ST003317 and ST003316 at 10.21228/M8TF97 and 10.21228/M8Z823. The mouse scRNA-seq data reanalyzed in this study were downloaded from Gene Expression Omnibus under accession code GSE116271 at^35^. The sequences of primers and siRNAs used in this study are available in Supplementary Data 1. All other data supporting the findings in this study are available in Supplementary Information/Source Data files. Additional information, resources, and reagents are available from the corresponding authors upon request. Source data are provided with this paper.

## References

[1] Glass, C. K. & Witztum, J. L. Atherosclerosis: the road ahead. *Cell***104**, 503–516 (2001).11239408 10.1016/S0092-8674(01)00238-0

[2] Stegemann, C. et al. Comparative lipidomics profiling of human atherosclerotic plaques. *Circ. Cardiovasc Genet***4**, 232–242 (2011).21511877 10.1161/CIRCGENETICS.110.959098

[3] Paul, A., Lydic, T. A., Hogan, R. & Goo, Y. H. Cholesterol acceptors regulate the lipidome of macrophage foam cells. *Int. J. Mol. Sci.***20**, 3784 (2019).10.3390/ijms20153784PMC669594331382484

[4] Upston, J. M. et al. Disease stage-dependent accumulation of lipid and protein oxidation products in human atherosclerosis. *Am. J. Pathol.***160**, 701–710 (2002).11839591 10.1016/S0002-9440(10)64890-0PMC1850639

[5] Helmschrodt, C. et al. Fast LC-MS/MS analysis of free oxysterols derived from reactive oxygen species in human plasma and carotid plaque. *Clin. Chim. Acta***425**, 3–8 (2013).23827692 10.1016/j.cca.2013.06.022

[6] Vaya, J. et al. Selective distribution of oxysterols in atherosclerotic lesions and human plasma lipoproteins. *Free Radic. Res***34**, 485–497 (2001).11378532 10.1080/10715760100300431

[7] Fujimoto, T. & Parton, R. G. Not just fat: the structure and function of the lipid droplet. *Cold Spring Harb. Perspectives Biol.***3**, a004838 (2011).10.1101/cshperspect.a004838PMC303993221421923

[8] Olzmann, J. A. & Carvalho, P. Dynamics and functions of lipid droplets. *Nat. Rev. Mol. Cell Biol.***20**, 137–155 (2019).30523332 10.1038/s41580-018-0085-zPMC6746329

[9] Ayyappan, J. P., Paul, A. & Goo, Y.-H. Lipid droplet-associated proteins in atherosclerosis (Review). *Mol. Med. Rep.***13**, 4527–4534 (2016).27082419 10.3892/mmr.2016.5099PMC4878557

[10] Goo, Y. H., Son, S. H., Kreienberg, P. B. & Paul, A. Novel lipid droplet-associated serine hydrolase regulates macrophage cholesterol mobilization. *Arterioscler Thromb. Vasc. Biol.***34**, 386–396 (2014).24357060 10.1161/ATVBAHA.113.302448PMC3952429

[11] Thiel, K. et al. The evolutionarily conserved protein CG9186 is associated with lipid droplets, required for their positioning and for fat storage. *J. Cell Sci.***126**, 2198–2212 (2013).23525007 10.1242/jcs.120493PMC3880856

[12] Currie, E. et al. High confidence proteomic analysis of yeast LDs identifies additional droplet proteins and reveals connections to dolichol synthesis and sterol acetylation. *J. Lipid Res.***55**, 1465–1477 (2014).24868093 10.1194/jlr.M050229PMC4076087

[13] Goo, Y.-H., Son, S.-H. & Paul, A. Lipid droplet-associated hydrolase promotes lipid droplet fusion and enhances ATGL degradation and triglyceride accumulation. *Sci. Rep.***7**, 2743 (2017).28578400 10.1038/s41598-017-02963-yPMC5457427

[14] Naresh, K. M., Thunuguntla, V. B. S. C., Chandra, S. B. & Bondili, J. S. Saccharomyces cerevisiae lipid droplet associated enzyme Ypr147cp shows both TAG lipase and ester hydrolase activities. *J. Gen. Appl. Microbiol.***64**, 76–83 (2018).29491250 10.2323/jgam.2017.08.001

[15] Sasmono, R. T. et al. A macrophage colony-stimulating factor receptor–green fluorescent protein transgene is expressed throughout the mononuclear phagocyte system of the mouse. *Blood***101**, 1155–1163 (2003).12393599 10.1182/blood-2002-02-0569

[16] Hawley, C. A. et al. Csf1r-mApple transgene expression and ligand binding in vivo reveal dynamics of CSF1R expression within the mononuclear phagocyte system. *J. Immunol.***200**, 2209–2223 (2018).29440354 10.4049/jimmunol.1701488PMC5834790

[17] Rekhter, M. D. Collagen synthesis in atherosclerosis: too much and not enough. *Cardiovasc Res.***41**, 376–384 (1999).10341837 10.1016/S0008-6363(98)00321-6

[18] Shen, Z., Ye, C., McCain, K. & Greenberg, M. L. The role of cardiolipin in cardiovascular health. *Biomed. Res Int***2015**, 891707 (2015).26301254 10.1155/2015/891707PMC4537736

[19] Tabas, I., Feinmark, S. J. & Beatini, N. The reactivity of desmosterol and other shellfish- and xanthomatosis-associated sterols in the macrophage sterol esterification reaction. *J. Clin. Investig.***84**, 1713–1721 (1989).2592557 10.1172/JCI114354PMC304047

[20] Rogers, M. A. et al. Acyl-CoA: cholesterol acyltransferases (ACATs/SOATs): enzymes with multiple sterols as substrates and as activators. *J. Steroid Biochem. Mol. Biol.***151**, 102–107 (2014).10.1016/j.jsbmb.2014.09.008PMC485143825218443

[21] Tavani, D. M., Nes, W. R. & Billheimer, J. T. The sterol substrate specificity of acyl CoA::cholesterol acyltransferase from rat liver. *J. Lipid Res.***23**, 774–781 (1982).7119575 10.1016/S0022-2275(20)38112-8

[22] Brown, A. J. & Jessup, W. Oxysterols: sources, cellular storage and metabolism, and new insights into their roles in cholesterol homeostasis. *Mol. Asp. Med.***30**, 111–122 (2009).10.1016/j.mam.2009.02.00519248801

[23] Morel, D. W. et al. Comparison of the intracellular metabolism and trafficking of 25-hydroxycholesterol and cholesterol in macrophages. *J. Lipid Res***37**, 2041–2051 (1996).8895069 10.1016/S0022-2275(20)37568-4

[24] Luu, W., Sharpe, L. J., Capell-Hattam, I., Gelissen, I. C. & Brown, A. J. Oxysterols: old tale, new twists. *Annu Rev. Pharm. Toxicol.***56**, 447–467 (2016).10.1146/annurev-pharmtox-010715-10323326738477

[25] Venkateswaran, A. et al. Control of cellular cholesterol efflux by the nuclear oxysterol receptor LXR alpha. *Proc. Natl Acad. Sci. USA***97**, 12097–12102 (2000).11035776 10.1073/pnas.200367697PMC17300

[26] Feldmann, R. et al. Genome-wide analysis of LXRα activation reveals new transcriptional networks in human atherosclerotic foam cells. *Nucleic Acids Res***41**, 3518–3531 (2013).23393188 10.1093/nar/gkt034PMC3616743

[27] Ramón-Vázquez, A. et al. Common and differential transcriptional actions of nuclear receptors liver X receptors α and β in macrophages. *Mol. Cell Biol.***39**, e00376 (2019).10.1128/MCB.00376-18PMC637958530602495

[28] Bradley, M. N. et al. Ligand activation of LXR beta reverses atherosclerosis and cellular cholesterol overload in mice lacking LXR alpha and apoE. *J. Clin. Invest***117**, 2337–2346 (2007).17657314 10.1172/JCI31909PMC1924496

[29] Repa, J. J. et al. Regulation of absorption and ABC1-mediated efflux of cholesterol by RXR heterodimers. *Science***289**, 1524–1529 (2000).10968783 10.1126/science.289.5484.1524

[30] Bischoff, E. D. et al. Non-redundant roles for LXRalpha and LXRbeta in atherosclerosis susceptibility in low density lipoprotein receptor knockout mice. *J. Lipid Res***51**, 900–906 (2010).20388921 10.1194/jlr.M900096PMC2853457

[31] Ishibashi, M. et al. Knock-down of the oxysterol receptor LXRα impairs cholesterol efflux in human primary macrophages: lack of compensation by LXRβ activation. *Biochem Pharm.***86**, 122–129 (2013).23313547 10.1016/j.bcp.2012.12.024

[32] Fessler, M. B. The challenges and promise of targeting the Liver X Receptors for treatment of inflammatory disease. *Pharm. Ther.***181**, 1–12 (2018).10.1016/j.pharmthera.2017.07.010PMC574377128720427

[33] Muse, E. D. et al. Cell-specific discrimination of desmosterol and desmosterol mimetics confers selective regulation of LXR and SREBP in macrophages. *Proc. Natl Acad. Sci. USA***115**, E4680–E4689 (2018).29632203 10.1073/pnas.1714518115PMC5960280

[34] Brown, M. S. & Goldstein, J. L. Cholesterol feedback: from Schoenheimer’s bottle to Scap’s MELADL. *J. Lipid Res***50**, S15–S27 (2009).18974038 10.1194/jlr.R800054-JLR200PMC2674699

[35] Kim, K. et al. Transcriptome analysis reveals nonfoamy rather than foamy plaque macrophages are proinflammatory in atherosclerotic murine models. *Circ. Res***123**, 1127–1142 (2018).30359200 10.1161/CIRCRESAHA.118.312804PMC6945121

[36] Khamehgir-Silz, P. et al. Comparative lipid profiling of murine and human atherosclerotic plaques using high-resolution MALDI MSI. *Pflug. Arch.***474**, 231–242 (2022).10.1007/s00424-021-02643-xPMC876640034797426

[37] Goo, Y.-H., Yechoor, V. K. & Paul, A. Transcriptional profiling of foam cells in response to hypercholesterolemia. *Genomics Data***9**, 37–39 (2016).27408807 10.1016/j.gdata.2016.06.006PMC4925893

[38] Goo, Y. H., Son, S. H., Yechoor, V. K. & Paul, A. Transcriptional profiling of foam cells reveals induction of guanylate‐binding proteins following western diet acceleration of atherosclerosis in the absence of global changes in inflammation. *J. Am. Heart Assoc.***5**, e002663 (2016).10.1161/JAHA.115.002663PMC485927327091181

[39] Lee, S. D. & Tontonoz, P. Liver X receptors at the intersection of lipid metabolism and atherogenesis. *Atherosclerosis***242**, 29–36 (2015).26164157 10.1016/j.atherosclerosis.2015.06.042PMC4546914

[40] Shibata, N. & Glass, C. K. Regulation of macrophage function in inflammation and atherosclerosis. *J. Lipid Res.***50**, S277–S281 (2009).18987388 10.1194/jlr.R800063-JLR200PMC2674700

[41] Medbury, H. J. et al. Differing association of macrophage subsets with atherosclerotic plaque stability. *Int Angiol.***32**, 74–84 (2013).23435395

[42] Pourcet, B. et al. LXRα regulates macrophage arginase 1 through PU.1 and interferon regulatory factor 8. *Circ. Res***109**, 492–501 (2011).21757649 10.1161/CIRCRESAHA.111.241810PMC3180895

[43] Spann, N. J. et al. Regulated accumulation of desmosterol integrates macrophage lipid metabolism and inflammatory responses 1. *Cell***151**, 138–152 (2012).23021221 10.1016/j.cell.2012.06.054PMC3464914

[44] Laragione, T. & Gulko, P. S. Liver X receptor regulates rheumatoid arthritis fibroblast-like synoviocyte invasiveness, matrix metalloproteinase 2 activation, interleukin-6 and CXCL10. *Mol. Med.***18**, 1009–1017 (2012).22634718 10.2119/molmed.2012.00173PMC3459482

[45] Castrillo, A., Joseph, S. B., Marathe, C., Mangelsdorf, D. J. & Tontonoz, P. Liver X receptor-dependent repression of matrix metalloproteinase-9 expression in macrophages. *J. Biol. Chem.***278**, 10443–10449 (2003).12531895 10.1074/jbc.M213071200

[46] Kory, N. et al. Mice lacking lipid droplet-associated hydrolase, a gene linked to human prostate cancer, have normal cholesterol ester metabolism. *J. Lipid Res.***58**, 226–235 (2017).27836991 10.1194/jlr.M072538PMC5234725

[47] Miller, Y. I. et al. Minimally modified LDL binds to CD14, induces macrophage spreading via TLR4/MD-2, and inhibits phagocytosis of apoptotic cells. *J. Biol. Chem.***278**, 1561–1568 (2003).12424240 10.1074/jbc.M209634200

[48] Zernecke, A. et al. Meta-analysis of leukocyte diversity in atherosclerotic mouse aortas. *Circ. Res***127**, 402–426 (2020).32673538 10.1161/CIRCRESAHA.120.316903PMC7371244

[49] Depuydt, M. A. C. et al. Microanatomy of the human atherosclerotic plaque by single-cell transcriptomics. *Circ. Res***127**, 1437–1455 (2020).32981416 10.1161/CIRCRESAHA.120.316770PMC7641189

[50] Dubey, R. et al. Lipid droplets can promote drug accumulation and activation. *Nat. Chem. Biol.***16**, 206–213 (2020).31932720 10.1038/s41589-019-0447-7PMC6989039

[51] Ma, C. et al. Functional interplay between liver X receptor and AMP-activated protein kinase α inhibits atherosclerosis in apolipoprotein E-deficient mice − a new anti-atherogenic strategy. *Br. J. Pharmacol.***175**, 1486–1503 (2018).29394501 10.1111/bph.14156PMC5901167

[52] Levin, N. et al. Macrophage liver X receptor is required for antiatherogenic activity of lxr agonists. *Arteriosclerosis, Thrombosis, Vasc. Biol.***25**, 135–142 (2005).10.1161/01.ATV.0000150044.84012.6815539622

[53] Endo-Umeda, K. et al. Myeloid LXR (Liver X Receptor) deficiency induces inflammatory gene expression in foamy macrophages and accelerates atherosclerosis. *Arterioscler Thromb. Vasc. Biol.***42**, 719–731 (2022).35477277 10.1161/ATVBAHA.122.317583PMC9162499

[54] Doran, A. C. et al. CAMKIIγ suppresses an efferocytosis pathway in macrophages and promotes atherosclerotic plaque necrosis. *J. Clin. Investig.***127**, 4075–4089 (2017).28972541 10.1172/JCI94735PMC5663361

[55] Thomas, A. C., Eijgelaar, W. J., Daemen, M. J. A. P. & Newby, A. C. Foam cell formation in vivo converts macrophages to a pro-fibrotic phenotype. *PloS one***10**, e0128163–e0128163 (2015).26197235 10.1371/journal.pone.0128163PMC4510387

[56] Krzyszczyk, P., Schloss, R., Palmer, A. & Berthiaume, F. The role of macrophages in acute and chronic wound healing and interventions to promote pro-wound healing phenotypes. *Front. Physiol.***9**, 419–419 (2018).29765329 10.3389/fphys.2018.00419PMC5938667

[57] Simoes, F. C. et al. Macrophages directly contribute collagen to scar formation during zebrafish heart regeneration and mouse heart repair. *Nat. Commun.***11**, 600 (2020).32001677 10.1038/s41467-019-14263-2PMC6992796

[58] Thomas, A. C., Eijgelaar, W. J., Daemen, M. J. A. P. & Newby, A. C. The pro-fibrotic and anti-inflammatory foam cell macrophage paradox. *Genomics data***6**, 136–138 (2015).26697355 10.1016/j.gdata.2015.08.027PMC4664709

[59] Huang, W.-C., Sala-Newby, G. B., Susana, A., Johnson, J. L. & Newby, A. C. Classical Macrophage Activation Up-Regulates Several Matrix Metalloproteinases through Mitogen Activated Protein Kinases and Nuclear Factor-κB. *PLoS ONE***7**, e42507 (2012).22880008 10.1371/journal.pone.0042507PMC3411745

[60] Yabluchanskiy, A., Ma, Y., Iyer, R. P., Hall, M. E. & Lindsey, M. L. Matrix metalloproteinase-9: Many shades of function in cardiovascular disease. *Physiol. (Bethesda)***28**, 391–403 (2013).10.1152/physiol.00029.2013PMC385821224186934

[61] Yoshikawa, T. et al. Identification of liver X receptor-retinoid X receptor as an activator of the sterol regulatory element-binding protein 1c gene promoter. *Mol. Cell Biol.***21**, 2991–3000 (2001).11287605 10.1128/MCB.21.9.2991-3000.2001PMC86928

[62] Olkkonen, V. M. Macrophage oxysterols and their binding proteins: roles in atherosclerosis. *Curr. Opin. Lipido***23**, 462–470 (2012).10.1097/MOL.0b013e328356dba022814702

[63] Shibata, N. & Glass, C. K. Macrophages, oxysterols and atherosclerosis. *Circulation J.***74**, 2045–2051 (2010).10.1253/circj.CJ-10-086020838002

[64] Paul, A., Chang, B. H., Li, L., Yechoor, V. K. & Chan, L. Deficiency of adipose differentiation-related protein impairs foam cell formation and protects against atherosclerosis. *Circ. Res***102**, 1492–1501 (2008).18483409 10.1161/CIRCRESAHA.107.168070PMC2773502

[65] Son, S. H. et al. Enhanced atheroprotection and lesion remodelling by targeting the foam cell and increasing plasma cholesterol acceptors. *Cardiovasc Res.***109**, 294–304 (2016).26487692 10.1093/cvr/cvv241PMC4724936

[66] Figueiro, M. G. et al. Light-Dark Patterns Mirroring Shift Work Accelerate Atherosclerosis and Promote Vulnerable Lesion Phenotypes. *J. Am. Heart Assoc.***10**, e018151 (2021).33401929 10.1161/JAHA.120.018151PMC7955296

[67] Son, S. H., Goo, Y. H., Chang, B. H. & Paul, A. Perilipin 2 (PLIN2)-deficiency does not increase cholesterol-induced toxicity in macrophages. *PLoS One***7**, e33063 (2012).22427949 10.1371/journal.pone.0033063PMC3299742

[68] Lydic, T. A. et al. Rapid and comprehensive ‘shotgun’ lipidome profiling of colorectal cancer cell derived exosomes. *Methods***87**, 83–95 (2015).25907253 10.1016/j.ymeth.2015.04.014PMC4615275

[69] Kompauer, M., Heiles, S. & Spengler, B. Autofocusing MALDI mass spectrometry imaging of tissue sections and 3D chemical topography of nonflat surfaces. *Nat. Methods***14**, 1156–1158 (2017).28945703 10.1038/nmeth.4433

[70] Palmer, A. et al. FDR-controlled metabolite annotation for high-resolution imaging mass spectrometry. *Nat. Methods***14**, 57–60 (2017).27842059 10.1038/nmeth.4072

[71] Bangru, S. et al. Alternative splicing rewires Hippo signaling pathway in hepatocytes to promote liver regeneration. *Nat. Struct. Mol. Biol.***25**, 928–939 (2018).30250226 10.1038/s41594-018-0129-2PMC6173981

[72] Huang, D. W., Sherman, B. T. & Lempicki, R. A. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic acids Res.***37**, 1–13 (2009).19033363 10.1093/nar/gkn923PMC2615629

[73] Sherman, B. T. et al. DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). *Nucleic Acids Res.***50**, W216–w221 (2022).35325185 10.1093/nar/gkac194PMC9252805

[74] Quan, F. et al. Annotation of cell types (ACT): a convenient web server for cell type annotation. *Genome Med.***15**, 91 (2023).37924118 10.1186/s13073-023-01249-5PMC10623726

[75] Sud, M. et al. Metabolomics workbench: an international repository for metabolomics data and metadata, metabolite standards, protocols, tutorials and training, and analysis tools. *Nucleic Acids Res.***44**, D463–D470 (2016).26467476 10.1093/nar/gkv1042PMC4702780

# Supplementary material for: Lipid droplet-associated hydrolase mobilizes stores of liver X receptor sterol ligands and protects against atherosclerosis
**Source:** Nat Commun. 2024 Aug 2;15:6540. doi: 10.1038/s41467-024-50949-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Information

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Sequences of primers and siRNAs used in this study

How the deposited data were processed for this re-analysis (not part of the article)

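RNA from oxLDL-treated PM of 4 groups was sequenced by the authors: LDAH-Tg, the WT controls of LDAH-Tg, LDAH-KO and the WT controls of LDAH-KO, with 4 samples each. The control samples of LDAH-Tg carry a genotype label that also names ApoE, and the background of the mice that gave the PM for RNA-seq was not found in the paper's text. The authors' processing notes name bcl2fastq 2.17.1.14, Trimmomatic, STAR 2.4.2a, HTSeq, DESeq2 and Cuffdiff 2.2.1, with GRCm38 (mm10) as the genome. Neither the notes nor the paper's methods name the tool that made the TPM values or the release of the annotation.

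The values used here are the authors' mean TPM of each group, in 4 columns for 48432 genes. Each column sums to 1000000 over the genes. The table also has 1 line with no gene that holds this total, which was left out. No column holds a single sample, so the replicates, their spread and the depth cannot be seen, and the planned tests could not be made: the fits across genes with adjusted p-values, the exact permutations, the set tests, the splits of the samples into other groups and the values without each replicate. In their place the means are compared as they stand. A symbol found on more than 1 gene (116 further entries) stands for the entry of highest mean. Of the gene identifiers, 99.2% are in GENCODE M21, which uses the same genome build, and coordinates come from that release, since 21057 genes share their locus in the authors' table with an overlapping gene.

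Each comparison used genes with a mean TPM of at least 1 over its 2 groups and no group at 0, and the log2 ratio after adding 0.5 to each mean. The exclusion of genes with a group at 0 was added after the data were seen, since several of the most abundant transcripts are listed at 0. It removed 62 genes from the comparison of LDAH-Tg and 60 from that of LDAH-KO. Counts use a factor of 1.5, which was also chosen after the data were seen to hold means alone. Each named gene is set among the 500 genes nearest in mean TPM. Each of 30 gene lists is described by the median log2 ratio of its members, for lists with at least 3 members, and by the percentile of that median among 10000 random lists drawn from the same 20 bins of mean TPM. These percentiles describe 4 groups of libraries and are not a test across mice. The steps were tested on simulated data of each comparison (11395 genes for LDAH-Tg and 11289 for LDAH-KO). With 200 genes changed by 1.50 on the log2 scale, 100% were recovered. That change is well past the factor of 1.5 and larger than most ratios given here. The recovery therefore shows only that the steps run, and not how smaller changes would fare. Of 200 random lists, 96.5% fell within the central 95% of percentiles.

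The genes named in the text are those the paper names or shows, the 10 protein-coding genes with the highest and the 10 with the lowest ratio of each comparison at a mean TPM of at least 5, up to 4 members of each list with the largest ratios, up to 20 genes past a factor of 1.5 in both comparisons, *Nnt*, and 10 neighbours on each side of *Ldah* and *Apoe*. The rule was set before the data were examined. Sizes now stand in place of its p-values, and its limit to protein-coding genes was added later. *Srebf1*, *Mdk*, *Hist1h4h* and the genes listed at 0, named outside it, were chosen after their values were seen. Pseudocounts of 0.1 and 1, no filter on low values, a minimum mean TPM of 5, median-ratio scaling, quantile normalization and a minimum size of 0.1 in the opposite genotype were tried as alternatives set before the data were examined. Keeping genes with a group at 0, no pseudocount, a factor of 2, protein-coding genes alone, the matrix lists without the genes of Fig. 6C and the list of transcripts that are not polyadenylated without *Lars2* were added later. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.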

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

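The values below are medians of gene lists that the paper does not report for its RNA-seq, outside the range from the 1st to the 99th percentile of random lists. There were 10 among 32 such medians, where random lists of genes would give 0.640. That is not the number expected between groups of mice of the same genotype, which means without replicates cannot give. The medians describe 4 group means without a replicate check. Single members (*Rn7sk*, *Lars2*, *Cd5l* and *Cxcl13*) are shown in Fig. 6B. Of the tests below, those on markers of other cell types and on genes listed at 0 were chosen only after the result was seen, as was the lower quartile as the spread of the small RNA and histone genes.

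Several programs of loaded macrophages had slightly lower medians in LDAH-Tg PM. A factor of 1.5 was passed by 0 of the lysosome, cholesterol synthesis and resident macrophage genes with values, 1 of the foam cell program and 1 of the unfolded protein response, and the counts below are by any size. Lysosome genes had a median log2 ratio of -0.17 (percentile 0.02), with 16 of 18 lower, among them *Lamp1* (1622 TPM in WT and 1121 TPM in LDAH-Tg PM) and the acid lipase gene *Lipa* (1007 and 709 TPM). Cholesterol synthesis had a median of -0.17 (percentile 0.04), with 17 of 21 lower, among them *Sqle* (9.72 and 6.99 TPM). The foam cell and Trem2 program had a median of -0.14 (percentile 0.815), with 12 of 13 lower, among them *Spp1* (6825 and 5177 TPM), and of -0.0763 after quantile normalization. Genes of the unfolded protein response had a median of -0.14 (percentile 0.870), with 11 of 15 lower, among them *Hspa5* (896 and 650.2 TPM). Markers of resident peritoneal macrophages had a median of -0.38 (percentile 0), with 7 of 9 lower, among them *Fcna* (18.6 and 13.8 TPM) and *Lyz1* (33.4 and 24.2 TPM), and of -0.12 with no filter on low values. In LDAH-KO PM the MHC class II genes had a median of 0.13 (percentile 99.8), with 5 of 6 higher, among them *H2-Eb1* (17.9 and 21.5 TPM).

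Fibroblast markers (median -1.04, percentile 0) and mesothelial markers (median -0.72, percentile 0.15) were lower in LDAH-KO PM, beside the lower collagen and matrix genes, with medians of -0.15 and -0.29 when no filter on low values was used. Fewer fibroblasts or mesothelial cells in the LDAH-KO cultures is a candidate explanation for the matrix genes: the 6 markers in neither matrix list nor Fig. 6C, such as *Pdgfra* (4.74 TPM in WT and 1.83 TPM in LDAH-KO PM) and *Wt1* (2.75 and 1.35 TPM), had a median log2 ratio of -0.87, from -1.17 to -0.38, while the mesothelial keratin genes below the filter went both ways (*Krt8* 0.21, *Krt18* 0.14 and *Krt19* -0.25). For gene length and GC content, the median of 29 matrix genes lay at percentile 0 of random lists matched on both and on mean TPM. The 29 include 5 collagen chains and 7 processing and matrix genes that Fig. 6C displays from these data, so that percentile is partly fixed by that choice. The matched lists were not run without those genes, so a part for length or GC content stays open. Lower expression within macrophages also stays open beside fewer fibroblasts or mesothelial cells, because the means are of whole cultures. For *Col1a1*, the paper reports that TO901317 for 6 h rescued its lower level in LDAH-KO PM (Fig. 6G). It also reports higher *Col1a1* in LDAH-Tg BMM, hindered by LXRα knockdown (Fig. 6E), and more pro-collagen I alpha in such BMM (Fig. 6F). Those results bear on type I collagen and do not cover the other matrix genes. In LDAH-Tg PM the 7 markers above the filter, keratins included, went both ways, from -0.34 to 0.35.

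A list of transcripts that are not polyadenylated, to which the protein-coding gene *Lars2* had been added, had a median of -0.87 in LDAH-Tg PM (percentile 0) and -1.11 in LDAH-KO PM (percentile 0) over 4 genes. Without *Lars2*, which was left out only after the values were seen, the medians of *Rn7sk*, *Rmrp* and *Rpph1* were -1.05 and -1.32 (the whole list with no filter on low values had -0.65 and -0.91). Less of such RNA carried into the libraries of both genotypes cannot be told apart from a change in the cells: other small RNA classes had a median of -0.48 over 30 genes in LDAH-Tg and -0.40 over 22 genes in LDAH-KO PM, with members on both sides of 0. Histone genes were not lower, with a median of 0.17 over 10 genes in LDAH-Tg PM (lower quartile 0.0872). In LDAH-KO PM it was 0.0788 over 9 genes (lower quartile 0.0245). The libraries were poly(A)-enriched, and whether these histone transcripts carried poly(A) tails was not checked. Their level therefore cannot decide for or against less carry-over, and no conclusion is drawn from it. In LDAH-KO PM the reading of not lower rests on the quartile. The SD of 0.40, raised by *Hist1h4h* (log2 ratio 1.22), exceeds the distance of the median from the bound of -0.1.

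Abundant genes listed at 0 in some groups were also weighed. *Lyz2* is listed at 0 in 3 groups and at 10105 TPM in LDAH-Tg PM, *Lpl* at 3544 TPM in the WT controls of LDAH-KO and at 0 in the other 3 groups, and *Ctsd*, *Ctsb* and *Psap* at 0 in all 4. Of protein-coding genes that reach 1000 TPM in some group, 5.71% (12 of 210) had another group at 0, against 0.0585% (1 of 1709) from 100 to 1000 TPM, in line with estimates that failed at highly expressed genes. Of the 12, 10 are at 0 in a WT control group, and a 0 there cannot be a loss with the LDAH genotype. A genotype is at 0 and its own control is not for *Lpl* in LDAH-KO PM, and for *mt-Nd2* and *Lilrb4a* in LDAH-Tg PM. *Lpl* is also at 0 in the WT controls of LDAH-Tg. Of 13 mitochondrially encoded genes, 11 are at 0 in those controls and 12 in LDAH-Tg PM. Such values of 0 without the genotype argue against a loss with the genotype for *Lpl* and *mt-Nd2*. A loss stays open for *Lilrb4a*. No biological explanation was tested beyond the genotype.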

How the results depend on the processing

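No paired analysis was possible because the values are group means without replicates. For the same reason the fits without trend or with weights, the fit of all 16 libraries, the replicate number as a block, the threshold of 0.1, the values without each replicate, the other set tests and the p-value in the opposite genotype were not run. The correlations between the genotypes stayed near 0, from -0.03 to 0.04 for Spearman's rho. The medians of LXR targets and lipogenesis moved by less than 0.1 under every setting tried. Under the alternatives set beforehand, 461 of 529 log2 ratios of genes the paper names also moved by less than 0.1. A change of the filter on low values cannot alter a gene's own ratio, so that count overstates how stable the ratios are. Among the alternatives set beforehand, only changes of the filter on low values moved every count of genes below by a factor of 1.5 or more. The factor of 2 (added) did so too. The cause was not tested beyond the genes each filter keeps. Settings added after the data were seen are named as added.

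Without these changes 144 genes were higher and 78 lower in LDAH-Tg PM, 44 higher and 207 lower in LDAH-KO PM, 31 passed in both (18 in opposite directions), and 132 were reciprocal in the direction of LDAH and 29 against it. With no filter, 255 genes were higher and 133 lower in LDAH-Tg PM, 98 higher and 362 lower in LDAH-KO PM, 50 passed in both (31 in opposite directions), and 328 were reciprocal in the direction of LDAH and 71 against it. At a mean TPM of at least 5 these were 57, 39, 11, 64, 13 (5), 50 and 10. Quantile normalization gave 79 higher and 129 lower in LDAH-KO PM and 75 and 50 reciprocal genes, so the share of higher genes in LDAH-KO PM went from 17.5% to 38.0%. With a factor of 2 (added) the counts were 29 and 20 for LDAH-Tg, 17 and 46 for LDAH-KO, 7 in both (4 opposite), and 19 and 9 reciprocal. Among protein-coding genes (added) they were 71 and 36 for LDAH-Tg and 9 higher for LDAH-KO. With genes at 0 kept (added), 67 were higher in LDAH-KO PM and 51 passed in both (28 opposite). With no pseudocount (added), 234 were higher in LDAH-Tg PM and 47 passed in both.

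The medians of both matrix lists in LDAH-KO PM stayed negative under every setting that gave a value. That of collagen chains, -0.98, was -1.18 at a pseudocount of 0.1, -0.81 at 1, -0.57 with no filter, -0.84 after quantile normalization and -1.24 with no pseudocount (added), and at 5 TPM too few chains were left. That of collagen processing and matrix, -0.43, was -0.56 at a pseudocount of 0.1, -0.55 with no filter, -0.18 at 5 TPM, -0.29 after quantile normalization and -0.59 with no pseudocount (added). In LDAH-Tg PM the latter list went from 0.15 to 0.0272 with no filter and 0.0101 at 5 TPM. Without the genes of Fig. 6C (added) its medians were 0.0216 in LDAH-Tg and -0.19 in LDAH-KO PM, and that of collagen chains in LDAH-Tg PM reversed from 0.12 to -0.14. The genes left out are those the paper displays from these data. The median of mesothelial markers in LDAH-Tg PM reversed from 0.11 to -0.0549 with no filter, and *Mmp9* in LDAH-KO PM from -0.14 to 0.0014 after quantile normalization.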

Differences from the paper's values

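The log2 fold changes of Fig. 6B were read by eye, with 0.1 allowed for the reading. All 18 have the sign of the ratios of the authors' means, and 13 lie within the reading error. In LDAH-KO PM the paper's value for *Col1a1* is about -1.4 in Fig. 6B and the ratio found here is -1.09. It falls within the reading error at a pseudocount of 0.1 (-1.37). It does so under no other alternative set before the data were examined that gave it a value. For *Figf* in LDAH-KO PM the paper's value is about -1.5 and the ratio found here is -0.82. None of those alternatives that gave *Figf* a value brings it within the reading error, and quantile normalization and the minimum of 5 TPM gave none. In LDAH-Tg PM the paper's value for *Figf* is about 0.8 and the ratio found here is 0.46. It was 0.71 at a pseudocount of 0.1, with no other alternative that gave a value within reach. With no pseudocount, a setting chosen after seeing the values, *Col1a1* (-1.47) and both values of *Figf* (-1.58 and 0.83) fall within the reading error. For *Lars2* in LDAH-KO PM the paper's value is about -0.8 and the ratio found here is -0.91, which falls within the reading error after median-ratio scaling (-0.83) or quantile normalization (-0.86) and not at the other alternatives. For *Sfrp5* in LDAH-KO PM the paper's value is about -0.7 and the ratio found here is -0.80, which falls within it at a pseudocount of 1 (-0.79), after median-ratio scaling (-0.73) or after quantile normalization (-0.72), and not at the others.

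The paper's text counts 4 reciprocal genes among the 9 of Fig. 6B. In the authors' means 5 of the 9 went in opposite directions: the 4 that the figure marks as raised by LDAH, and *Cd5l*, which was lower in LDAH-Tg and higher in LDAH-KO PM and which the figure draws that way too. For *Abca1* and *Abcg1* the paper's qPCR of oxLDL-treated PM (Fig. 6A) shows higher values in LDAH-Tg PM, while the log2 ratios in the authors' RNA-seq means were -0.14 and -0.19. In LDAH-KO PM both were lower (-0.37 and -0.18), as in that figure. For *Fasn* the paper's qPCR in LDAH-Tg PM (Fig. 6H) shows a lower value, and the log2 ratio here was 0.01. For *Scd1* both are lower. The paper's counts of DEGs rest on q-values, which group means do not give, so no count is set beside them.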

Other observations

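Genes measured in lesional macrophages in Fig. 7F were also read in cultured PM. *Tnf* had 15.1 TPM in WT and 17.1 TPM in LDAH-Tg PM (log2 ratio 0.18), *Il18* 20.6 and 20.4 TPM (-0.01), *Timp1* 5.50 and 6.05 TPM (0.13) and *Mmp9* 6.06 and 4.28 TPM (-0.46). *Il10* was low, at 0.228 TPM in WT and 0.299 TPM in LDAH-Tg PM. Inflammatory genes as a list had a median log2 ratio of 0.06 in LDAH-Tg PM (percentile 84.2), and matrix degradation genes -0.10 in LDAH-Tg PM (percentile 3.53) and -0.11 in LDAH-KO PM (percentile 12.8).

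*Soat1*, which encodes an enzyme that esterifies cholesterol, was lower in LDAH-Tg PM (239 TPM in WT and 180.5 TPM, log2 ratio -0.41) and in LDAH-KO PM (708 and 589.6 TPM, log2 ratio -0.26), as was the neutral hydrolase gene *Nceh1* (log2 ratios -0.30 and -0.12), all by less than a factor of 1.5. Lipid droplet and lipolysis genes as a list had a median of -0.08 in LDAH-Tg PM (percentile 10.7) and -0.06 in LDAH-KO PM (percentile 21.7). The nuclear RNA *Malat1* was higher in LDAH-Tg PM (172 and 288 TPM, log2 ratio 0.74) and lower in LDAH-KO PM (70.0 and 38.9 TPM, log2 ratio -0.84).

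Around *Ldah*, 12 neighbouring genes had values in each comparison. In LDAH-KO PM only *Wdr35* passed a factor of 1.5 (3.50 TPM in WT and 1.93 TPM in LDAH-KO PM, log2 ratio -0.72), and in LDAH-Tg PM none did, with *Laptm4a* the lowest (log2 ratio -0.40). Around *Apoe*, none of 14 neighbours in LDAH-Tg PM or 12 in LDAH-KO PM passed it. *Nnt* was between 17.2 TPM in LDAH-Tg PM and 23.4 TPM in the WT controls of LDAH-KO.

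Other lists had medians between the 1st and 99th percentile of random lists, given here for LDAH-Tg and then LDAH-KO PM. They were -0.03 and -0.14 for the interferon response, -0.10 and -0.05 for oxidative stress, -0.05 and -0.07 for hypoxia and glycolysis, -0.01 and -0.15 for the cell cycle, -0.004 and -0.10 for immediate early genes, 0.03 and 0.10 for neutrophil markers, and 0.05 and -0.25 for sex-linked genes. Alternative activation had -0.08 and -0.05. In LDAH-KO PM, 7 mitochondrially encoded genes had a median of -0.14 (percentile 2.24) and 3 B cell markers -0.10, and in LDAH-Tg PM MHC class II had 0.004. In LDAH-KO PM cholesterol synthesis had -0.12, lysosome genes -0.05, the unfolded protein response -0.09, the foam cell and Trem2 program 0.01 and resident macrophage markers 0.06. Markers of T and NK cells, eosinophils, mast cells and dendritic cells had fewer than 3 members with values.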
